# Lamin A upregulation reorganizes the genome during rod photoreceptor degeneration

**DOI:** 10.1038/s41419-023-06224-x

**Published:** 2023-10-25

**Authors:** Ivana Herrera, José Alex Lourenço Fernandes, Khatereh Shir-Mohammadi, Jasmine Levesque, Pierre Mattar

**Keywords:** Cell death in the nervous system, Transcriptomics

## Abstract

Neurodegenerative diseases are accompanied by dynamic changes in gene expression, including the upregulation of hallmark stress-responsive genes. While the transcriptional pathways that impart adaptive and maladaptive gene expression signatures have been the focus of intense study, the role of higher order nuclear organization in this process is less clear. Here, we examine the role of the nuclear lamina in genome organization during the degeneration of rod photoreceptors. Two proteins had previously been shown to be necessary and sufficient to tether heterochromatin at the nuclear envelope. The lamin B receptor (Lbr) is expressed during development, but downregulates upon rod differentiation. A second tether is the intermediate filament lamin A (LA), which is not normally expressed in murine rods. Here, we show that in the *rd1* model of retinitis pigmentosa, LA ectopically upregulates in rod photoreceptors at the onset of degeneration. LA upregulation correlated with increased heterochromatin tethering at the nuclear periphery in *rd1* rods, suggesting that LA reorganizes the nucleus. To determine how heterochromatin tethering affects the genome, we used in vivo electroporation to misexpress LA or Lbr in mature rods in the absence of degeneration, resulting in the restoration of conventional nuclear architecture. Using scRNA-seq, we show that reorganizing the nucleus via LA/Lbr misexpression has relatively minor effects on rod gene expression. Next, using ATAC-seq, we show that LA and Lbr both lead to marked increases in genome accessibility. Novel ATAC-seq peaks tended to be associated with stress-responsive genes. Together, our data reveal that heterochromatin tethers have a global effect on genome accessibility, and suggest that heterochromatin tethering primes the photoreceptor genome to respond to stress.

## Introduction

Photoreceptor cells are highly susceptible to degeneration—perhaps due to their very high metabolic demands [1]. Cone photoreceptors are responsible for high-acuity color vision, whereas rod photoreceptors mediate vision in low-light conditions. Indeed, rods are sensitive enough to respond to individual photons [2]. To achieve this feat, rods must maintain high-level expression of at least 50 genes that can lead to degeneration when misregulated [3, 4]. Genome regulation is thus essential for photoreceptor survival.

The importance of genome organization in photoreceptors is further underscored by their specialized nuclear architecture. In mice, rods undergo a process called “chromatin inversion” [5–7]. Whereas most cells tether heterochromatin in ‘lamina-associated domains’ at the nuclear periphery, rod photoreceptors localize heterochromatin centrally [5–8]. Throughout mammalian evolution, chromatin inversion is correlated with nocturnal lifestyle, as the inverted configuration decreases light scattering and enhances contrast sensitivity [7, 9]. At the molecular level, two proteins have been shown to be sufficient for heterochromatin tethering.

1) The lamin B receptor (Lbr) is a multi-pass transmembrane receptor that contains an intra-nuclear tudor domain. Murine rods naturally express Lbr during development, although Lbr levels decline once rods differentiate. However, when Lbr expression in rods was artificially sustained, chromatin inversion was prevented [10].

2) The *Lmna* gene encodes two splice variants—lamin A (LA) and lamin C (LC), neither of which is normally expressed in murine rod photoreceptors [10–13]. These A-type lamins are intermediate filaments that form a meshwork across the surface of the inner nuclear membrane. In *Lmna* knockout mice, heterochromatin tethering was lost in various tissues, but transgenic misexpression of LC in rods had no effect on their inverted organization [10], initially suggesting that A-type lamins were *not* sufficient for heterochromatin tethering. However, we showed that LA is sufficient to tether heterochromatin in rods [12], resolving this conundrum. Interestingly, the unique LA C-terminus was recently shown to interact with histone H3, while the equivalent domain of LC cannot [14], which potentially explains this functional divergence.

Interestingly, degenerating rods were found to exhibit altered nuclear organization in a variety of mice harboring mutations in chromatin proteins [10, 12, 15–19]. While these data potentially link the associated chromatin proteins to nuclear architecture, the observed alterations might instead be driven by cell death. Alternatively, chromatin proteins might act indirectly by altering gene expression. For example, mutants for the *Nrl* and *Nr2e3* transcription factors lead to a rod-to-cone fate switch that reorganizes the nucleus [20, 21]. In addition, A-type lamins have been shown to upregulate in some knockouts [10, 12, 16], raising the possibility that heterochromatin tethers might contribute to degeneration-associated nuclear reorganization.

Here, we show that LA upregulates in the *rd1* mouse—one of the best studied models for retinitis pigmentosa. Rod degeneration in the *rd1* mutant is triggered via toxic accumulation of cyclic guanosine monophosphate—a chromatin-independent process. Using genomic and transcriptomic approaches, we find that heterochromatin tethering may help to reconfigure the genome to respond to environmental insults.

## Results

### Lamin A upregulates during rod photoreceptor degeneration

LA is sufficient to reorganize the rod nucleus [12], whereas LC has no effect [10]. Using an isoform-specific antibody (Fig. S1A), we found that in wild-type mice, LA was extensively expressed within the inner retina (Fig. 1A, B, Supplemental video 1), as reported previously [13]. In photoreceptors, LA immunoreactivity was observed only in cones (Fig. 1A, B, arrowheads), and was absent from rods (Fig. 1A, B). *Lmna* transcription was also little detected in chick, human, or macaque rods as determined via the *Plae* scRNA-seq database [22] (Fig. S1B), in accordance with previous studies [10].

**Fig. 1:**
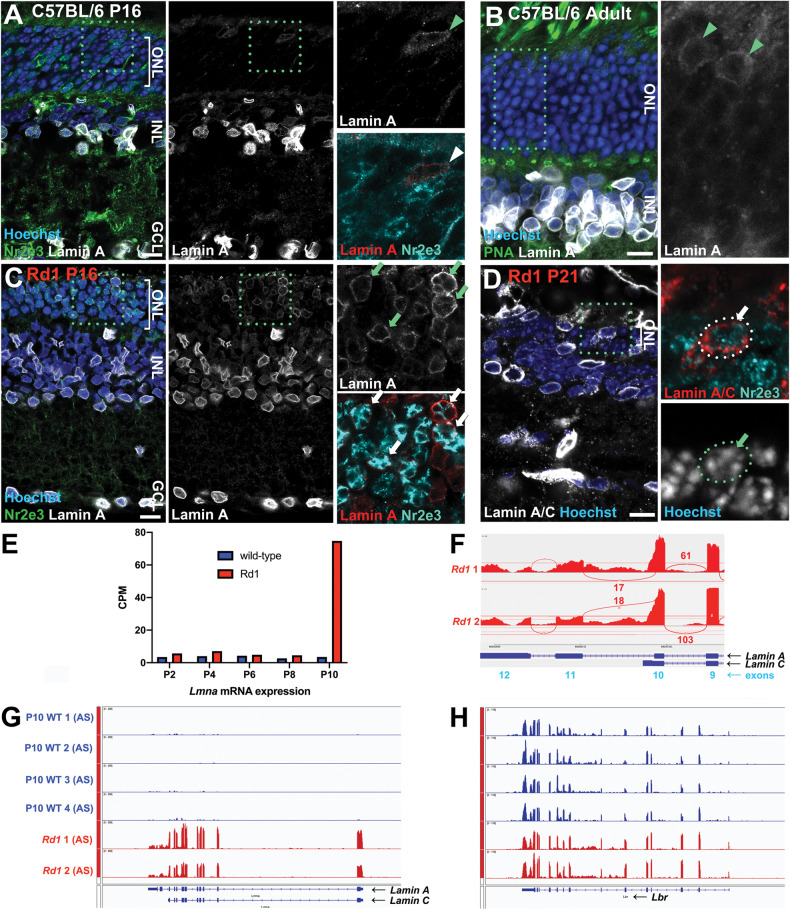
Lamin A upregulates at the onset of rod degeneration in *rd1* rods. **A**, **B** Immunohistochemistry on wild-type C57BL/6J at P16 (**A**) or adult (**B**) stages using a LA-specific antibody (white). The retina was counterstained for the rod marker Nr2e3 (**A**; green) or the cone marker peanut agglutinin (**B**; green), as well as the DNA dye Hoechst 33342 (blue). Boxed regions indicate the areas shown in the insets. Arrowheads indicate cone photoreceptors. **C**, **D** Immunohistochemistry for LA or LA/LC (white) and the rod-specific marker Nr2e3 (green) on *rd1* retinas at P16 (C) or P21 (**D**). Boxed regions indicate the areas shown in the insets. Arrows indicate LA expression in Nr2e3+ rods. Scale bars = 10 µm. **E**–**H** Transcript expression at different postnatal stages as indicated—from the Anand Swaroop lab (AS) [24]. **F** Sashimi plot of splice junctions from P10 *rd1* RNA-seq data. **G**, **H** Transcription at the *Lmna* (**G**) or *Lbr* (**H**) loci from P10 RNA-seq samples as indicated. Data were re-mapped from Jiang et al. [24] and plotted on the same scale (group autoscale).

Previous studies revealed nuclear disorganization and LA/LC upregulation in mice harboring mutations in essential chromatin proteins (e.g., Casz1, Atxn7), but whether this was a general feature of degeneration remained unclear. To address this question, we examined *rd1* mice—a well-studied degenerative model in which rods are completely eliminated by the fourth postnatal week. The *rd1* mutation disrupts the *Pde6b* gene, which is linked to retinitis pigmentosa in humans [23]. Examination of P16 *rd1* mice revealed extensive LA expression within the degenerating photoreceptor layer (Fig. 1C). Since cone cell death is more protracted versus rods in the *rd1* model, we co-stained *rd1* retinas with the rod-specific transcription factor Nr2e3 (Fig. 1C, D, Supplemental video 2). This confirmed that LA upregulated in bona fide rods in the *rd1* retina.

To corroborate these observations, we examined a recently published RNA-seq dataset made from sorted *rd1* rods [24]. In this dataset, *Lmna* was among the most significantly upregulated genes. Moreover, *Lmna* upregulation coincided precisely with the onset of cell death at P10 (Fig. 1E). Since pathological gene expression begins as early as P2 [24], these data argue that *Lmna* upregulates in response to degeneration. To visualize *Lmna* transcripts directly, we re-mapped Jiang et al.’s RNA-seq data. *Lmna* upregulated significantly in the reanalyzed data (Log_2_ fold-change vs. control: 3.40; adj. *p*-value: 5.19E−13). Examination of *Lmna* exon usage revealed that alternative splicing generated bona fide *LA* transcripts (Fig. 1F, G). Finally, we examined *Lbr* transcripts and protein, but found no difference in wild-type versus *rd1* mice (Log_2_ fold-change vs. control: 0.042; adj. *p*-value: 0.91; Fig. 1H; Fig. S2). Thus, degenerating rods upregulate LA, raising the possibility that higher-order genome organization might be reconfigured in these photoreceptors.

To test this idea directly, we measured heterochromatin tethering in LA-positive versus -negative rods. We found that the intensity of DNA at the nuclear periphery was elevated when LA+ cells were compared to LA-negative cells from the *rd1* mouse, or to C57BL6/J controls (Fig. 2A–D). Similarly, the distance between each chromocenter and the margin of the nucleus was significantly reduced in LA+ versus C57BL6/J control rods (Fig. 2E), suggesting that LA reorganizes the nucleus during degeneration.

**Fig. 2:**
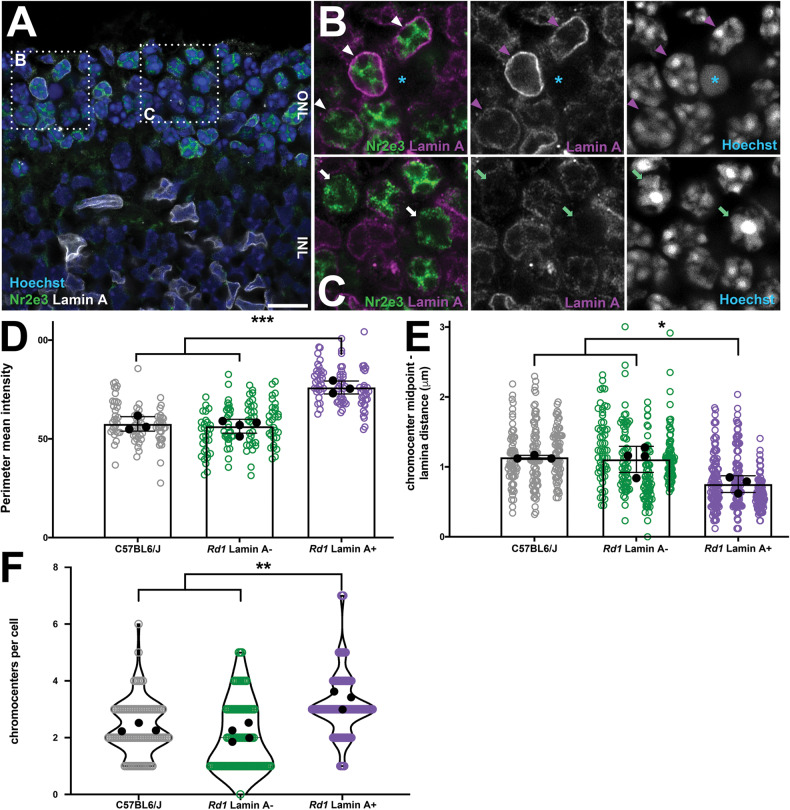
Increased heterochromatin tethering in Lamin A+ *rd1* rods. **A** Airyscan confocal imaging of P16 *rd1* retinas stained for LA (white), Nr2e3 (green), and Hoechst (blue). Boxed regions indicate the areas shown in (**B**, **C**). Arrowheads indicate LA+ Nr2e3+ rods. Arrows indicate LA-negative Nr2e3+ rods. Asterisk indicates a pyknotic nucleus. Scale bars = 10 µm. **D** Mean chromatin intensity at the nuclear margin normalized against the mean chromatin intensity of the whole nucleus. **E** Linear distance between chromocenter centroids and the nuclear margin. **F** Chromocenters per nucleus. Black datapoints and error bars are the mean intensity values from each biological replicate (30 cells each; circles) ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA with Tukey’s post-hoc test.

### Heterochromatin tethering by Lamin A versus Lbr

While LA+ rods exhibited increased heterochromatin tethering, *Lbr* is still expressed when LA upregulates (Fig. 1G, H) raising the question of whether LA and Lbr tether heterochromatin differently. To compare LA versus Lbr-dependent heterochromatin tethering, wild-type retinas were electroporated at P0 with control, LA, or Lbr expression constructs cloned into the pCIG2 vector, which contains an IRES2-EGFP reporter cassette. Importantly, due to the exclusively embryonic temporal window for cone generation, cone photoreceptors are never transfected [25–27]. Transfected rods were examined at P42, when chromatin inversion is complete (Fig. 3A).

**Fig. 3:**
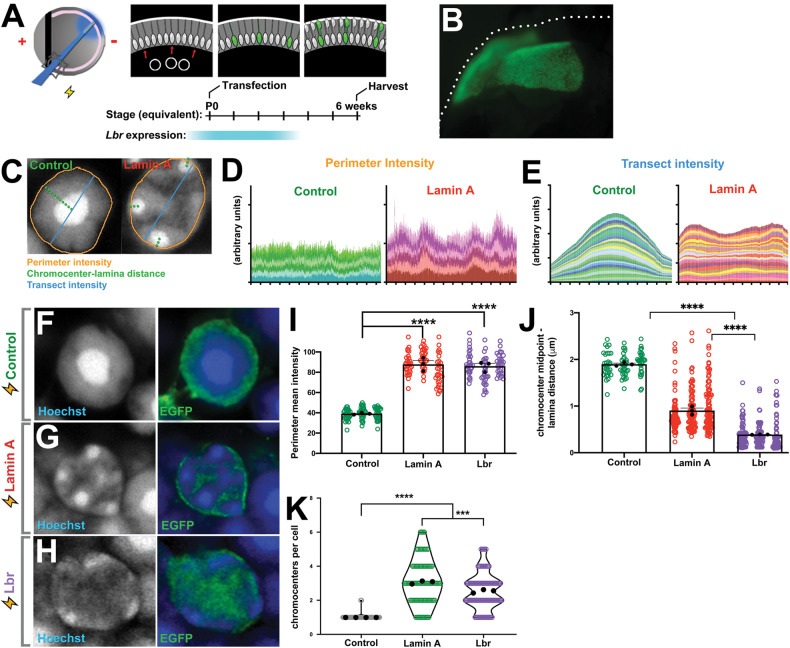
Heterochromatin tethering by lamin A versus Lbr. **A** In vivo electroporation paradigm. Retinas were subretinally injected with plasmids, electroporated, and harvested after 6 weeks, yielding transfected rod photoreceptors. **B** Wholemount epifluorescence image of EGFP expression from a transfected retina. **C** Morphometric analysis of transfected nuclei was performed as indicated. **D** Densitometry values for chromatin intensity at the nuclear periphery of Control (*n* = 6) or LA-transfected cells (*n* = 6) as indicated, obtained using the “Plot profile” tool in Fiji. Each color represents a different cell. **E** Densitometry values for chromatin intensity transecting the center of the nucleus from Control (*n* = 30) or LA-transfected cells (*n* = 30). **F**–**H** Airyscan confocal imaging of rod photoreceptors transfected with GFP-expressing empty vector control (**F**), LA (**G**), or Lbr (**H**) constructs, and harvested after 6 weeks. **I** Quantitation of chromatin intensity at the nuclear margin measured using the “Freehand Line” tool in Fiji. **J** Distance from the chromocenter midpoint to the nuclear periphery. **K** Chromocenter number per cell. Black datapoints and error bars are the mean intensity values from each biological replicate (30 cells each; circles) ± SEM. *p* < 0.0001, one-way ANOVA with Tukey’s post-hoc test. ***p < 0.001, ****p < 0.0001, ANOVA with Tukey’s post-hoc test.

Using morphometric measures for heterochromatin tethering (Fig. 3C–E), we found that both LA and Lbr increased the intensity of DNA at the nuclear periphery equivalently in comparison to control cells (Fig. 3F–I; Fig. S3). Chromatin inversion progressively reduces the number of chromocenters [7]. In Lbr-transfected cells, the distance between the chromocenter centroid and nuclear lamina was significantly reduced in rods expressing Lbr versus LA (Fig. 3J). Moreover, LA increased chromocenter number significantly more than Lbr (Fig. 3K). LA and Lbr thus had different effects on nuclear organization. In accordance with these observations, we found no evidence of cross-regulation. Lbr did not upregulate in LA transfections, nor did LA upregulate in Lbr transfections (Fig. S4).

### Heterochromatin tethers have subtle effects on gene expression

To determine how tethering affects gene expression, we misexpressed LA/Lbr in rods using in vivo electroporation. After 8 weeks, we flow-sorted viable EGFP+ cells. As we were only able to obtain a few thousand cells per transfected retina, we opted to perform scRNA-seq using the 10x Genomics Chromium platform. To avoid batch effects, we multiplexed samples using the Multi-seq barcoding approach. After removing low-quality cells and performing additional filtering (see Methods), we clustered individual cells using Uniform Manifold Approximation and Projection (UMAP; Fig. 4A). To annotate cell types in an unsupervised manner, we used scDeepSort [28] trained on a previously published retinal RNA-seq atlas [29]. As expected, most sorted cells in the dataset were rods, but a few bipolars and Müllers were also annotated (Fig. 4B).

**Fig. 4:**
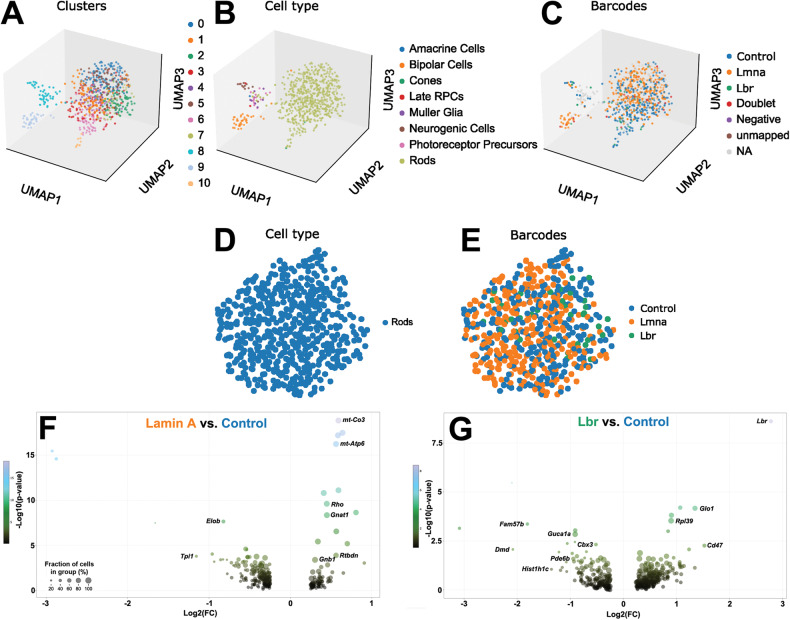
Comparison of gene expression in control versus tethered rods. **A** UMAP projection of Multi-seq dataset. **B** Unsupervised cell-type annotation via scDeepSort trained on a previously published retinal scRNA-seq dataset [29]. **C** Demultiplexing of control, lamin A, and Lbr samples. **D**, **E** Overlap of Control, lamin A, or Lbr-transfected cells within the rod cluster. **F**, **G** Volcano plots of differential gene expression in annotated rods. **F** Lamin A versus control. **G** Lbr versus control.

Focusing solely on annotated rods, Control, LA, and Lbr-transfected cells clustered in an overlapping fashion, suggesting little difference between their overall gene expression patterns (Fig. 4D, E). Similarly, we found that both LA and Lbr had relatively modest effects on the expression of individual genes (Fig. 4F, G; Table S1). Characteristic photoreceptor genes were significantly elevated in LA-expressing rods (e.g., *Rho*, *Gnat1*; Fig. 4F), and significantly decreased in Lbr-expressing cells (e.g., *Guca1a*, *Pde6b*; Fig. 4G). Nonetheless, the overall magnitude of transcriptional changes in tethered rods was generally modest, with only a few genes changing more than 2-fold. Interestingly, *Hist1h1c* and *Cbx3*, which encode key heterochromatic proteins, were significantly downregulated in Lbr-expressing rods (Fig. 4G).

### Heterochromatin tethering regulates genome accessibility

Previous studies have reported that rod photoreceptors uniquely exhibit megabase-scale genomic intervals with unusually reduced chromatin accessibility [11]. We reasoned that this unique accessibility signature might be altered by heterochromatin tethering. We therefore performed ATAC-seq on rods transfected with control, LA, or Lbr constructs. 

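ATAC-seq uses a transposase that inserts sequencing adapters into open chromatin, so that intervals rich in fragment ends are called as accessible peaks. The 3 libraries came from rods electroporated at postnatal day 0 and harvested after 8 weeks, with 50000 sorted cells per library, and consisted of 1 control, 1 LA and 1 Lbr library. There were therefore no replicates, and differences between libraries could not be set against a spread between animals. The paper states a depth of 25 to 35 M reads per sample. The depth of each single library is unknown here, since peak lists and not reads were used. The authors trimmed the reads with Trimmomatic, mapped them to mm10 with Bowtie2 and called narrow peaks with Macs2 in each library separately. The paper's text does not name the peak threshold, the handling of duplicate reads or a shift of the reads for the transposase. The deposited lists give the interval of each peak, with a score of 0 in every row, so that peak height, fold enrichment and q-value could not be used and peak width was the only measure of strength. Peaks of the 3 libraries that overlapped by at least 1 base were merged into regions, and each region was assigned to every library with a peak in it. Genes were taken from GENCODE mouse release 21, on the same build.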

To mark rods specifically, we co-transfected the plasmids with a pRho2.2::DsRed reporter [30] (Fig. 5A, B). After 8 weeks, rod photoreceptors were sorted using EGFP, DsRed, and Dapi to monitor viability.

**Fig. 5:**
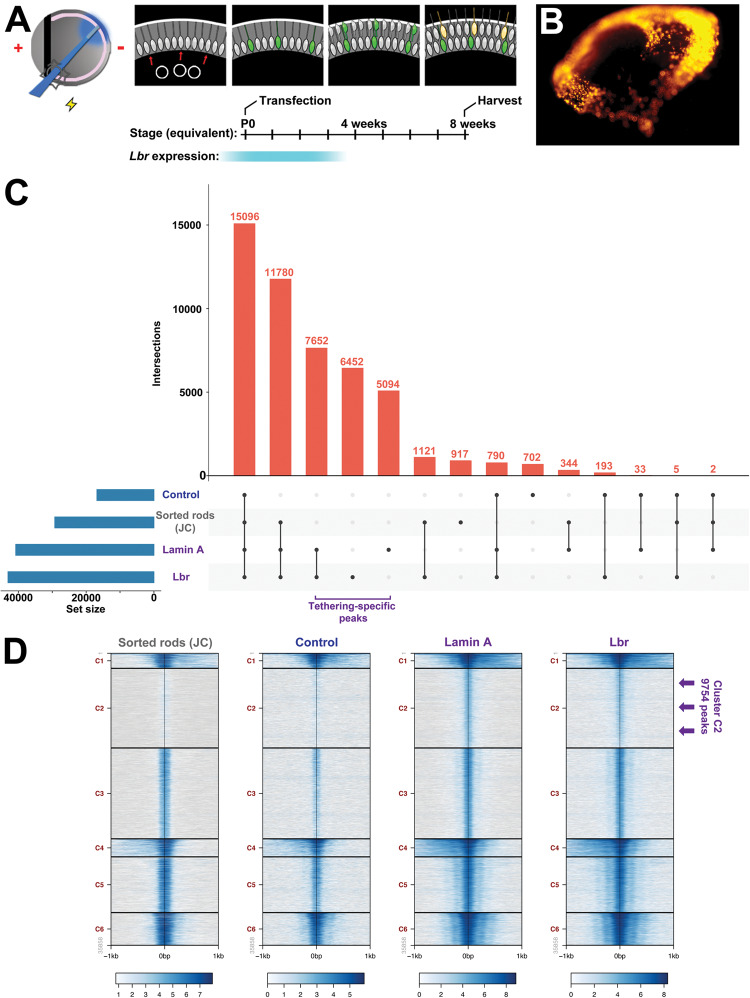
Heterochromatin tethering promotes chromatin accessibility. **A** In vivo electroporation paradigm. Retinas were subretinally injected with expression plasmids, including the rod-specific pRho2.2-DsRed reporter. Electroporated retinas were harvested after 8 weeks, yielding DsRed+ rod photoreceptors. **B** Wholemount epifluorescence image of EGFP and DsRed expression from a transfected retina. **C** Upset plot of ATAC-seq peak intersections from sorted rods transfected with control, LA, or Lbr expression constructs compared against previously published data from the Joe Corbo lab (JC) [11] as indicated. **D** Alignment of ATAC-seq data from sorted rods transfected with control, LA, or Lbr expression constructs compared against previously published data [11] as indicated. Plots are centered on peak summits from LA transfected rods. Arrows indicate the tethering-specific cluster C2 peaks.

Next, we processed the ATAC-seq datasets in order to call peaks. We first compared our datasets against previously published ATAC-seq data from sorted rods [11]. In general, we observed that all of our datasets exhibited comparable signal at the rod-specific peak loci previously identified by Hughes et al. [11] (Fig. S5). 

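Of 15 rod marker genes fixed before the data were examined, 15 had a peak from 5 kb upstream to 1 kb downstream of a start site in each of the 3 libraries. With the window narrowed to 1 kb either side of a start site, 15 of the 15 genes still had a peak in control, in LA and in Lbr. The lists record that a peak was called and not its signal, so comparable signal was not measured. The published rod peaks of Fig. S5 were not used here.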

We also observed a lack of signal at the promoters of several marker genes for non-rod cell types, such as cones, bipolars, and Müller glia (Fig. S6).

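A set of 8 marker genes of Fig. S6 was examined from 5 kb upstream to 1 kb downstream of each annotated start site. Cabp5, Vsx1, Cngb3, Onecut1, Opn1sw and Sox9, which make up 6 of the 8 genes, had no peak in this window in any library. Control had no peak at the other 2 genes either. At Rlbp1 (ENSMUSG00000039194, chromosome 7 from 79374870 to 79387048, minus strand), LA had a peak of 401 bases and Lbr a peak of 393 bases, centred 3375 and 3408 bases upstream of the start site. A second Lbr peak, of 519 bases from 79392045 to 79392563, also reached the window, and the LA peak that overlapped it did not. At Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364), which has 24 annotated start sites, LA had a peak at 105674147 to 105674378 and Lbr had peaks at 105675349 to 105675615 and at 105687584 to 105687747. All lay within the gene, and no LA peak overlapped an Lbr peak. With the window narrowed to 1 kb either side of a start site, 7 of the 8 genes had no peak in LA or in Lbr, the exception being Pax6.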

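The authors called 12906 peaks in control, 35858 in LA and 38565 in Lbr, so that LA had 2.78 times and Lbr 2.99 times as many peaks as control. The peaks covered 4.72 Mb of the genome in control, 16.1 Mb in LA and 16.9 Mb in Lbr. Control peaks were also narrower, with a median width of 320 bases against 364 bases in LA and 344 bases in Lbr. At the 11608 regions called in all 3 libraries, the control peak was narrower than the LA peak in 98.3% and narrower than the Lbr peak in 98.3% of regions, and the median over regions of the ratio of control to LA width was 0.523. Restricting the lists to autosomes left 12311, 35037 and 37585 peaks.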

In accordance with the hypothesis that inverted nuclear architecture restricts accessibility [11], we observed an increase in the number of peaks in tethered rods (Fig. 5C). We compared LA or Lbr-tethered rod ATAC-seq data versus normal rod datasets using two approaches. First, we examined the overlap between peaks. We found that more than half of the rod-specific peaks identified by Hughes et al. were shared by our ATAC-seq datasets (Fig. 5C). The control datasets together contained less than 2000 peaks that were absent from tethered rods. By contrast, LA and Lbr datasets exhibited 5094 and 6452 unique peaks, respectively, and shared an additional 7652 peaks—all of which were absent from the control datasets (Fig. 5C).

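Among the 3 libraries, 702 of the 44284 merged regions had a peak in control and none in LA or Lbr. Another 34 regions were shared by control and LA alone, and 185 by control and Lbr alone. The regions in control alone had a median width of 158 bases, against 772 bases for regions called in all 3 libraries. Of these 702 regions, 185 lay on the Y chromosome, or 26.4%, and on autosomes alone the count was 446. With peaks trimmed to 100 bases either side of the midpoint, an alternative chosen after the data were examined, it was 1508. The published sorted rod peaks, which the paper counts among its control datasets, were not used here. Seen from the control list, 94.6% of its peaks (95% Wilson interval 94.2 to 94.9%) overlapped an LA or an Lbr peak.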

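Without the published rod peaks, which were not used here, 18548 regions had a peak in both LA and Lbr and none in control. A further 5482 regions had a peak in LA alone and 7725 in Lbr alone. The regions common to LA and Lbr had a median width of 372 bases, those in LA alone 189 bases and those in Lbr alone 141 bases. An alternative chosen after the data were examined lowered all of these counts: with the LA and Lbr lists reduced to their widest peaks, as many as control holds, there were 2020 regions in LA and Lbr without a control peak, 1430 in LA alone and 1123 in Lbr alone. With LA and Lbr peaks of at least 500 bases, also chosen afterwards, there were 2062, 1219 and 1404. Both settings remove narrow LA and Lbr peaks and raised the count in control alone, to 2389 with the widest peaks and 2310 with the width minimum. Ranked by the narrower of their LA and Lbr peaks, the widest region without a control peak lay on chromosome 12 of mm10 from 59035090 to 59038999, 7.69 kb from the nearest start site of a protein-coding gene, Trappc6b. The next were on chromosome 11 from 51855302 to 51858055, 446 bases from a start site of Jade2, and on chromosome 2 from 153443562 to 153445398, at a start site of Nol4l. They were followed by a region on chromosome 9 from 58554626 to 58556394, at Cd276, and by one in an intron on chromosome 13 from 47235228 to 47236943, 42.3 kb from a start site of Rnf144b.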

Secondly, we also plotted the data centered on the 35 858 LA peaks. This analysis revealed a great deal of resemblance between the accessibility signatures of LA+ and Lbr+ rods. 

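Of the LA peaks, 30341 overlapped an Lbr peak, or 84.6% (95% Wilson interval 84.2 to 85.0%), and 30643 of the Lbr peaks overlapped an LA peak, or 79.5% (79.1 to 79.9%). These intervals cover counting error within the lists and not differences between animals. A control peak was present at 32.6% of LA peaks (32.1 to 33.0%) and at 30.8% of Lbr peaks (30.4 to 31.3%). This share depended on peak width. In the narrowest of 10 groups of equal number, with a median width of 139 bases, 1.53% of LA peaks had a control peak, against 89.0% in the widest group, with a median width of 1000 bases. For Lbr the shares were 0.907% and 91.1%. Requiring each peak to cover 50% of the other lowered the share of LA peaks with a control peak to 16.9%.

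**Figure D1:**
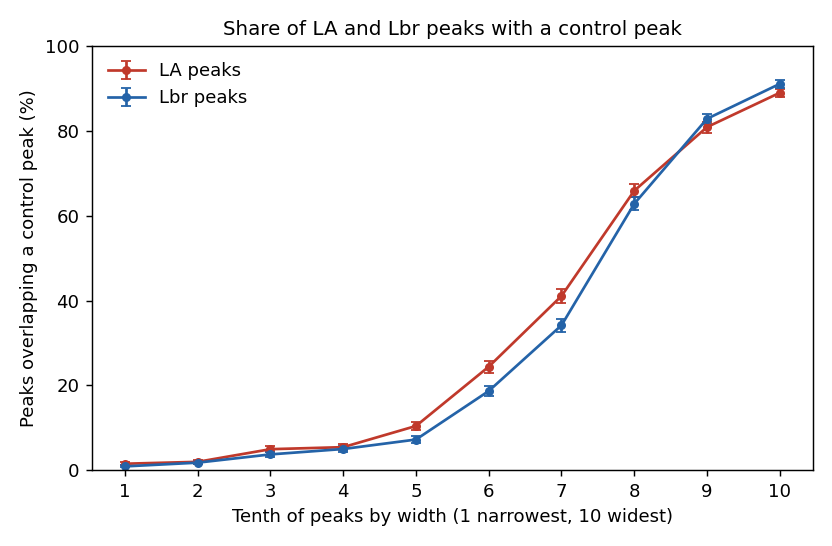
Share of LA and of Lbr peaks (%, vertical axis) that overlapped a control peak by at least 1 base, in 10 groups of equal number ordered by peak width (horizontal axis), with 1 library per condition. Points are shares and bars are 95% Wilson intervals; the share rises from 1.53% to 89.0% for LA and from 0.907% to 91.1% for Lbr.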

We performed K-means clustering which allowed us to separate 9754 peaks that had markedly elevated signal in LA/Lbr tethered rods in comparison to controls (Fig. 5D; cluster C2; arrows). Peak-to-gene annotation revealed that only ~10% of these novel peaks were found in gene-proximal regions (Fig. S7A). 

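The cluster C2 peaks themselves were not used here. The 18533 regions on chromosomes with a peak in LA and in Lbr and none in control were examined instead. Published rod peaks were not removed from them. By the paper's counts, many are called in those rods, so they are not all newly accessible sites. The midpoints of the 18533 regions lay at a median of 5.51 kb from the nearest annotated start site. The median was 0.096 kb for regions called in all 3 libraries and 16.6 kb for 50000 random positions. Within 5 kb of a start site were 47.8% of these regions (95% Wilson interval 47.1 to 48.6%), 47.6% lay 5 to 50 kb away and 4.59% lay farther. In the window from 5 kb upstream to 1 kb downstream of a start site, the share was 37.8% (37.1 to 38.5%), and 80.4% for regions called in all 3 libraries. A window of 1 kb either side of the start site gave 25.2%, the alternative that moved this share most.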

Taken together, these analyses indicate that rods with tethered heterochromatin gain thousands of additional peaks—mainly in distal intergenic regions.

We inspected newly accessible peaks, but they did not appear to overlap with any specific genomic feature. 

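Each region was assigned by its midpoint to a gene-proximal window, or else to an exon, an intron or the space between genes. Of the regions in LA and Lbr without a control peak, 3.79% lay in other exons, 35.3% in introns and 23.1% between genes. The same classes took 2.61%, 34.4% and 47.6% of random positions, and 15.5% of random positions were gene-proximal. Regions in LA alone were gene-proximal in 32.3% and intronic in 40.0% of cases, and regions in Lbr alone in 32.0% and 41.0%. Regions called in all 3 libraries were intronic in 9.85% of cases and lay between genes in 8.40%. From the peak overlaps of Fig. 5C, the clustering of Fig. 5D and the annotation of Fig. S7A, the paper reasons that tethered rods gain peaks, mostly distal ones.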

We therefore opted to perform footprinting analysis using the TOBIAS algorithm [31]. TOBIAS examines ATAC-seq peaks to identify regions occluded by proteins, and to match these ‘footprints’ to transcription factor motifs. We selected 220 transcription factor motifs from the TRANSFAC database. Using this approach, we found that Ctcf footprints were the most overrepresented motifs in both LA and Lbr datasets (Fig. S7B, C). Focusing on novel tethering-specific cluster C2 peaks, we next visualized Ctcf ChIP-seq datasets made from embryonic stem cells by the Bing Ren lab [32]. We found that cluster C2 loci correlated with considerable Ctcf signal (Fig. S7D). These data suggest that many of the peaks induced by heterochromatin tethering are genuine regulatory elements that are normally decommissioned in rods. Perhaps accordingly, we found that cluster C2 loci exhibited no obvious enrichment for chromatin marks from published rod-specific datasets [8, 33] (Fig. S8).

Hughes et al. had also previously hypothesized that heterochromatin tethering might explain the increased genomic accessibility of cones [11]. However, we found that in terms of genome accessibility, tethered rods are more similar to control rods than to cones—perhaps not surprisingly (Fig. S9A). Inspection of cone-specific peaks revealed that most remained inaccessible in tethered rods (Fig. S9B; see also Fig. S6), except at the *Lmna* locus itself (Fig. S9C), which was previously noted to be accessible in cones but not rods [11]. 

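At Lmna (ENSMUSG00000028063, chromosome 3 of mm10 from 88480147 to 88509956, minus strand), with 5 kb either side of the gene, 1 peak was called in control, 7 in LA and 8 in Lbr. The peak at the start site spanned 88509746 to 88510309 in LA and 88509746 to 88510199 in Lbr and had no counterpart in control. The control peak lay in an intron, at 88493033 to 88493166, and was 134 bases wide, while the LA peak there was 619 bases and the Lbr peak 609 bases wide. The peaks overlapped 5 of 13 merged Lmna exons in LA, 4 in Lbr and 0 in control. The LA construct encodes a product of Lmna and the Lbr construct does not. At the Lbr gene, peaks overlapped 1 of 17 merged exons in control, 2 in LA and 2 in Lbr. The lists do not show how fragments from the plasmids were treated. At Opn1mw (ENSMUSG00000031394, chromosome X from 74127464 to 74150760, plus strand), no peak was called within 1 kb of a start site in any library. An upstream peak was called in all 3, at 74123588 to 74123705 in control, with widths of 118 bases in control, 622 bases in LA and 641 bases in Lbr.

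**Figure D2:**
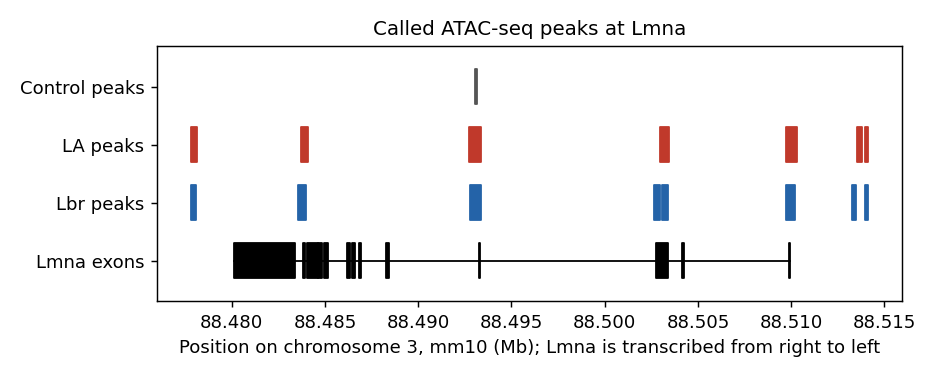
Called peaks in the control, LA and Lbr libraries (rows) along Lmna on chromosome 3 of mm10 (horizontal axis, Mb), with merged exons below. Each bar is 1 called peak drawn to scale; control has 1 peak, LA 7 and Lbr 8.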

Some loci might therefore take on cone-like accessibility signatures in response to tethering.

Finally, to address the hypothesis that heterochromatin tethering might affect the accessibility of B compartment topologically associating domains (TADs), we examined rod-specific Hi-C experiments [16]. Surprisingly, we found that almost all of the novel cluster C2 peaks were present in the euchromatic A compartment (Fig. S10A). 

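At Myc (ENSMUSG00000022346, chromosome 15 of mm10 from 61985391 to 61990374, plus strand), LA had a peak of 186 bases at the start site, from 61985449 to 61985634, and a peak of 246 bases centred 1870 bases upstream. Control and Lbr had neither. Downstream of the gene, LA had a peak at 61999681 to 61999960 and Lbr had one at 61999815 to 61999935. On chromosome 11 from 82030571 to 82121799, an interval that holds Ccl2, Ccl7, Ccl11, Ccl12 and Ccl8, 3 peaks were called in LA and 0 in control and in Lbr. They lay at the start site of Ccl2 (82035485 to 82035660), downstream of Ccl7 (82048137 to 82048288) and upstream of Ccl12 (82101247 to 82101821). Within Ccl1, as annotated from 82176657 to 82305690, LA and Lbr shared peaks that control lacked, for example at 82225899 to 82226405 in LA and 82225829 to 82226353 in Lbr. Compartment data were not used here.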

We did observe a few notable exceptions, where B compartment accessibility was altered, including at the *Myc* gene (Fig. S10B), which was previously reported to be localized within a large inaccessible interval [11], as well as across a TAD that contains the chemokines *Ccl1*, *Ccl2*, *Ccl7*, *Ccl8*, *Ccl11*, and *Ccl12* (Fig. S10C). Nonetheless, effects on B compartment accessibility were the exception.

### Heterochromatin tethering promotes accessibility at a subset of stress-responsive genes

To understand how heterochromatin tethering might relate to function, we performed GO terms analysis on the tethering-specific cluster C2 peaks using Panther and ReViGO [34, 35]. Since 9754 peaks were obtained in the cluster, peak-to-gene annotation would retrieve a large fraction of all genes. To reduce false discovery, we restricted our analysis to gene-proximal peaks located from 5 kb upstream to 1 kb downstream of a given gene. This reduced the overall peak count to only ~1400 peaks, corresponding to 1224 genes. 

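Among the regions with a peak in LA and in Lbr and none in control, 6998 had their midpoint in the window from 5 kb upstream to 1 kb downstream of an annotated start site. They fell in the windows of 4921 of 21922 protein-coding genes. Of these genes, 1832 also had a region with a control peak in the window and 3089 had none. These regions were chosen by called peaks alone, while cluster C2 was separated by signal, which the lists do not give. Published rod peaks were not removed, so regions already called in normal rods are included.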

Significantly enriched GO terms related to the stress response, including “immune system process”, and “inflammatory response” (Fig. 6A; Table S2).

**Fig. 6:**
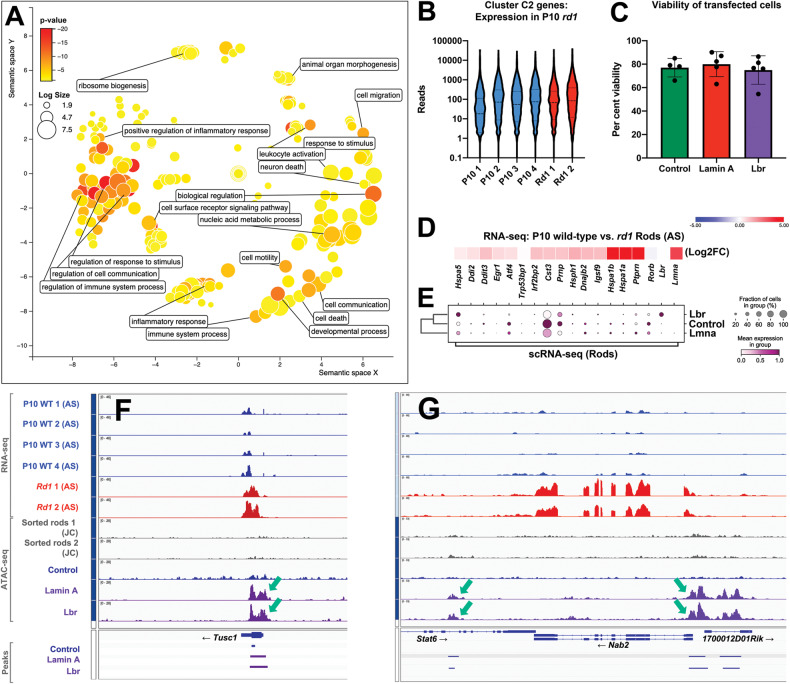
Heterochromatin tethering promotes accessibility at stress-responsive genes. **A** GO terms analysis of tethering-specific cluster C2 genes (see Fig. 4D) via PantherDB and ReViGO. Peak-to-gene annotation was restricted to gene proximal peaks as described in the text. **B** Violin plot of mRNA expression for genes associated with cluster C2 peaks from P10 control or *rd1* sorted rods. RNA-seq data were generated by the Swaroop lab [24]. **C** Cell viability data from transfected (GFP+/DsRed+) cells harvested after 8 weeks, based on Dapi exclusion (not significantly different via one-way ANOVA). **D**, **E** Expression changes for selected stress-responsive genes, comparing RNA-seq data from control versus *rd1* sorted rods from the Anand Swaroop lab (AS) [24] (**D**) versus scRNA-seq data from rods transfected with control, lamin A, or Lbr plasmids (**E**). **F**, **G** Control vs. *rd1* RNA-seq, and ATAC-seq tracks and called peaks from Hughes et al. (JC) [11], compared against ATAC-seq tracks generated from control, LA, or Lbr-transfected rods at the *Tusc1* (**F**) and *Nab2* (**G**) loci. RNA-seq and ATAC-seq tracks were respectively group-autoscaled. Arrows indicate peaks present specifically in tethered rods, but not control rods.

To determine whether the same group of stress-responsive genes might upregulate in *rd1* rods, we intersected the 1224 tethering-specific cluster C2 genes with the RNA-seq data generated by Jiang et al., but observed no systematic change in the expression of these genes (Fig. 6B). Moreover, we also examined the viability of transfected cells using flow cytometry, but did not observe any elevation in LA or Lbr expressing rods (Fig. 6C), nor did stress-responsive transcripts upregulate in our Multi-seq dataset (Fig. 6D, E). Nonetheless, a few cluster C2 genes exhibited notable increases in accessibility, including the putative tumor suppressor *Tusc1* (Fig. 6F). 

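Tusc1 (ENSMUSG00000054000) lies on chromosome 4 of mm10 from 93334138 to 93335511 on the minus strand. A peak was called over its exon in each library. It was 198 bases wide in control, from 93334801 to 93334998, against 985 bases in LA, from 93334705 to 93335689, and 1109 bases in Lbr, from 93334689 to 93335797. Only the LA and Lbr peaks reached the start site.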

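At Ccl3 (ENSMUSG00000000982, chromosome 11 of mm10 from 83647844 to 83649355, minus strand), LA had a peak of 567 bases over the start site, from 83649190 to 83649756. At Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683, plus strand), LA had a peak of 172 bases centred 129 bases upstream of the start site. Neither gene had a peak in control or in Lbr. At Ifi204 (ENSMUSG00000073489, chromosome 1 from 173747293 to 173766943, minus strand), Lbr had a peak of 120 bases centred 114 bases upstream of the start site, from 173766997 to 173767116, and control and LA had none. At Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153, minus strand), no library had a peak from 5 kb upstream to 1 kb downstream of a start site. The nearest peak lay downstream of the gene and was called in all 3 libraries, at 69662540 to 69662854 in control.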

Novel peaks were also seen at the *Ccl3* and *Ccl4* chemokine genes (Fig. S11A), as well as the interferon activated gene *Ifi204* and the *Cd68* surface marker (Fig. S11B, C)—both of which were shown to become acutely accessible in a light damage model of retinal degeneration [36]. 

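Nab2 (ENSMUSG00000025402) lies on chromosome 10 of mm10 from 127660918 to 127668568 on the minus strand. No control peak was called within 5 kb of the gene. Near the start site, LA had a peak of 781 bases from 127667679 to 127668459 and Lbr one of 611 bases from 127667792 to 127668402. A further peak within the gene spanned 127666551 to 127667156 in LA and 127666553 to 127667249 in Lbr. Both lists also held a peak downstream, at 127657804 to 127658184 in LA and 127657824 to 127658046 in Lbr, which overlaps an exon of the neighbouring gene Stat6.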

We also observed novel tethering-specific peaks at the immediate early gene *Nab2* (Fig. 6G). Interestingly, *Nab2* has been shown to upregulate during cone degeneration [37]. Taken together, these data suggest that heterochromatin tethering might ‘poise’ regulatory elements to facilitate the stress response, but that additional steps are necessary for full gene activation.

## Discussion

The rod photoreceptors of nocturnal animals are perhaps the only eukaryotic cells that normally function without heterochromatin tethering. Here, we report that LA upregulates in the *rd1* model of retinitis pigmentosa. Since LA/LC upregulates in two other degenerative models [10, 12], and since *Pde6b* does not directly regulate gene expression, we conclude that *Lmna* upregulation is likely a general response to degeneration.

How does LA upregulation affect the photoreceptor genome? Previous studies suggested that the absence of tethering leads to a strikingly ‘closed’ accessibility signature [11, 38]. Perhaps counterintuitively, our data suggest that tethering the heterochromatic B-compartment at the nuclear periphery mainly affects accessibility within the euchromatic A-compartment. Acting like the fingers in a “cat’s cradle”, heterochromatin tethering might be important for disentangling and segregating B compartment TADs away from the A compartment (Fig. 7). Alternatively, tethering might provide tensile force to chromosomes that could facilitate gene expression. *LMNA* mutations have accordingly been shown to have extensive effects on genome accessibility in other contexts [39].

**Fig. 7:**
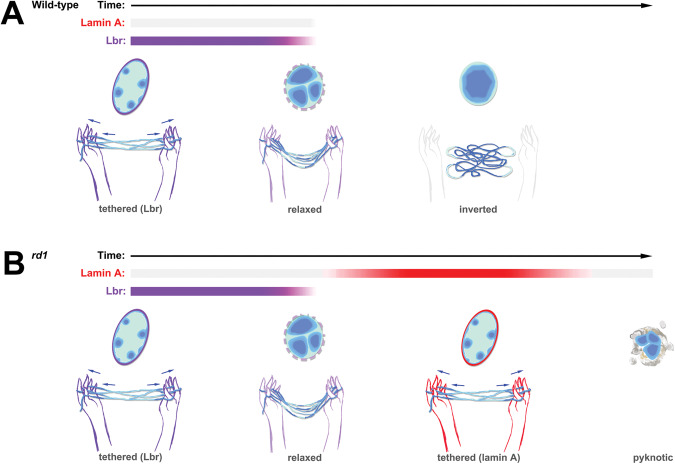
Cat’s cradle model for tethering-dependent effects on genome accessibility. **A** During the differentiation of wild-type rods, the tethering of heterochromatin (dark blue) by Lbr (purple) stretches the chromosomes, promoting accessibility in the A-compartment (cyan). Over time, Lbr expression is downregulated leading to chromatin relaxation, and finally chromatin inversion. As the chromatin relaxes, accessibility decreases. **B** During the differentiation of *rd1* rods, lamin A (red) upregulates at the onset of tissue damage. The prolongation of tethering promotes accessibility at genomic regions that would normally be decommissioned. *Rd1* rods downregulate lamin A prior to cell death.

Based on genome modeling, The Solovei and Mirny labs predicted that the introduction of heterochromatin tethering in fully inverted rods would fail to restore conventional architecture [16]. Results from *SCA7* and *Casz1* mutant mice, in which LA/LC upregulates in mature rods agree with this prediction [12, 16]. By contrast, the upregulation of LA in *rd1* rods occurs prior to full inversion. Nonetheless, since tethering mainly induced novel peaks within the A-compartment, we predict that LA upregulation might have similar effects on genome accessibility during the degeneration of mature rods with fully inverted architecture.

### Heterochromatin tethers are permissive—but not instructive—for gene expression

We found that LA/Lbr both increased genome accessibility similarly—mainly at distal intergenic regions. Focusing on cluster C2 peaks, we found that Ctcf footprints were increased, suggesting that these loci might be bona fide regulatory elements that are normally decommissioned in inverted rods. Accordingly, we found that many of these loci exhibited Ctcf occupancy in murine ES cells. While the accessibility signatures of LA/Lbr were similar, they differed in footprint enrichment profiles and elicited subtle but divergent changes in gene expression, in agreement with previous research [10]. Moreover, morphometric analysis of heterochromatin tethering revealed that LA/Lbr had different effects on chromocenters.

In the literature, LA/Lbr are thought to interact with ‘lamina associated domains’ that are characterized by localization within the B-compartment, and enrichment for heterochromatic marks. As our transfection paradigm only permitted the purification of small numbers of cells, we focused on methods such as scRNA-seq and ATAC-seq. However, ATAC-seq would be unlikely to identify elements directly bound by LA/Lbr. In the future, it will be important to use a battery of ‘omics’ and microscopic approaches in order to determine how the genome interacts with LA/Lbr, and to perform more extensive time coursing and replication.

One alternative possibility is that the increased accessibility observed in tethered rod datasets might arise if samples were contaminated with non-rod cells. However, we disfavor this interpretation. 

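For 10 lists of marker genes of cells other than rods, fixed before the data were examined and holding 116 genes, a peak from 5 kb upstream to 1 kb downstream of a start site was called at 14 genes in control, 55 in LA and 47 in Lbr. Over all 21922 protein-coding genes, the shares were 43.3% in control, 59.9% in LA and 59.4% in Lbr. The 5 lists of tissues outside the retina, planned as a background, had a peak at 7 of 60 genes in control, 14 in LA and 15 in Lbr. The rise over control was smaller there, although these lists were not matched to the others. The microglia or macrophage list had a peak at 0 of 20 genes in control, 13 in LA and 9 in Lbr. Of 12 cone genes, 5 had a peak in control, 8 in LA and 8 in Lbr. The bipolar list had 2, 7 and 7 of 12 genes, and the Müller glia list 1, 7 and 8 of 12. The endothelial or pericyte list had 0, 6 and 4 of 12. Most of the remaining lists gained fewer genes. The amacrine or horizontal list and the retinal ganglion list each had 2, 4 and 3 of 12 genes. The astrocyte list had 0, 2 and 1 of 6, retinal pigment epithelium 2, 3 and 3 of 8, and lymphocytes 0, 1 and 1 of 10. With no replicates and fewer peaks called in control over all genes, these counts do not separate a change at the genes from a difference in sensitivity between the libraries.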

First, in our ATAC-seq experiments, we found that cell-type-specific marker genes exhibited equivalent accessibility when compared to control rod datasets. Second, most of the observed novel peaks were distal to genes. Third, even for gene-proximal peaks, GO terms were mainly associated with the stress response rather than cell fate, suggesting that changes in cell composition are unlikely to account for the novel peaks.

Another alternative interpretation is that the observed accessibility signature might be a by-product of toxicity introduced by construct overexpression. Again, we disfavor this scenario. First, while LA/LC overexpression has been associated with toxicity, these effects are often linked to mitotic catastrophe or nuclear rupture, which are mitigated in non-motile post-mitotic rods. We harvested rods at least 6 weeks after transfection, and observed no effect on cell viability, suggesting that LA was well-tolerated over the long-term. Second, similar changes in accessibility were observed when rods were transfected with Lbr, which has been shown to be well-tolerated in transgenic mice [9, 10]. Third, LA/Lbr are both expressed in the rods of various vertebrates [10].

### Lamin A reorganizes the nucleus during degeneration

ATAC-seq has been recently used to characterize degenerating retinas in age-related macular degeneration and murine light damage models, revealing a marked *decrease* in genome accessibility [36, 40]. Examination of RNA-seq data from the light damage model revealed that *Lmna* was similarly upregulated by ~10–20-fold—both at 6 h and one day post-injury, but not at 3 days [36]. While the reported decrease in genomic accessibility thus conflicts with our observations, the ATAC-seq data from the above studies were generated using whole retinas, whereas we studied sorted rods. Moreover, we note that several genes that were reported to become accessible upon light damage, including *Ccl4, Ifi204*, and *Cd68*, similarly became accessible upon heterochromatin tethering via LA/Lbr (Fig. S11). Luu et al. also reported that light damage increased accessibility at distal intergenic regions, in accordance with our observations.

Elsewhere in the CNS, changes in nuclear lamins have previously been linked to neurodegeneration. For example, alterations in the expression and integrity of B-type lamins have been documented in tauopathies and Alzheimer’s disease [41, 42]. A potential linkage between LA and photoreceptor degeneration nonetheless seemed unlikely, given that the expression of the *LA* splice variant is usually suppressed in neurons [43], and has been repeatedly shown to be absent in rods [10–13]. However, LA was recently found to upregulate in hippocampal neurons in Alzheimer’s disease [44]. Indeed, *Lmna* upregulation was recently linked to tissue damage in a variety of other organs [45], although the responsible regulatory mechanisms have not yet been defined.

What might be the purpose of upregulating LA in response to pathology? Tethering heterochromatin via LA/Lbr transfection appears to ‘poise’ the regulatory elements of stress-responsive genes. However, the limited effect on transcription suggests that LA upregulation may serve additional purposes. One possibility is that heterochromatin tethering may be important for facilitating DNA repair. Indeed, previous studies have shown that DNA repair is inefficient in inverted rod photoreceptors, and this inefficiency is ameliorated via transgenic misexpression of Lbr [46, 47]. Given the well-documented linkage between LA/LC and DNA repair [48], it would be interesting to test whether LA upregulation improves the efficiency of DNA repair even further.

## Methods

### Animals

Animal work was conducted according to the guidelines of the Canadian Council on Animal Care and the Animal Care and Veterinary Service at uOttawa using ethical protocols OHRI-2856 and OHRI-2867. CD1 mice were obtained from Charles River Laboratories. *C57BL/6J* and *rd1* (C57BL/6J-*Pde6b*^*rd1-2J*^/J; strain# 004766) mice were obtained from Jackson Laboratories and maintained as homozygous stocks. Animals of both sexes were used throughout the study.

### DNA constructs

pCIG2 and pCIG2 Lamin A were previously described [12, 49]. A pCIG2 Lbr plasmid was generated by PCR amplifying Lbr from pMSCV-Flag-Lbr, generously provided by Peter Gaines [50] in order to remove the Flag tag. Primers were Lbr XhoI F: 5′-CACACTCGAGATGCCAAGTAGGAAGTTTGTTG-3′ and Lbr EcoRI R: 5′-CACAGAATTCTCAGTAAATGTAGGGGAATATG-3′. To mark rod photoreceptors, we utilized pRho-DsRed generously provided by Connie Cepko (Addgene #11156) [30]. Stable cell lines were generated using pBABE-puro-GFP-wt-lamin A (Addgene #17662) and pBABE-puro-GFP-Progerin (Addgene #17663) plasmids, generously shared by the Tom Misteli lab [51].

### Electroporation

In vivo retinal electroporations were performed as described previously [12, 30]. Briefly, P0 pups were anesthetized on ice, and an incision was made into the eyelid to expose the orbit of the eye. Plasmid DNA (2 µg/µl) was mixed with Fast Green dye and injected subretinally, using a Femtojet microinjector (Eppendorf) and pulled borosilicate needles (Drummond). Pups were placed into an incubator to re-warm, and then replaced into the home cage.

### Flow cytometry

Adult retinas were dissected and placed in StemPro Accutase (Gibco) for 30 min at 37 °C. Cells were triturated manually, incubated with Dapi as a viability marker, and then sorted by the OHRI Flow Cytometry and Cell Sorting Facility using a Beckman Coulter MoFlo XDP.

### Immunohistochemistry and microscopy

Retinas were processed for immunohistochemistry as previously described [12, 52]. We used the following primary antibodies: Nr2e3 (PNR: R&D Systems PP-H7223-00), lamin A (Fortis A303-433A), Lamin A/C (Harald Herrmann Lab), Lbr (Monika Zwerger and Heinrich Leonhardt). Hoechst 33342 (Tocris NB5117) and Alexa Fluor-568-conjugated peanut agglutin (Molecular Probes L32458) were applied along with the primary antibodies.

Images were acquired using Zeiss LSM880 or LSM900 confocal microscopes with Airyscan detectors. All images presented in the paper are from individual Z-planes, and all level transformations were linear. Images were processed using Zen (Zeiss), Fiji (ImageJ), and Adobe Photoshop (Adobe) software.

### Cell culture and western blot

Cell culture and western blotting were performed as previously described [12, 52]. See above for antibody information. Stable cell lines expressing pBABE-puro-GFP-wt-lamin A, pBABE-puro-GFP-Progerin, or GFP control plasmids were generated by transfecting 293 cells (EcoPack2 cell line, Takara) with plasmids and selecting with puromycin (Bio Basic). Cell lines were monitored for mycoplasm, and were additionally treated periodically with BM-cyclin antibiotics (Sigma).

### Nuclear morphometric analysis

Single 8-bit Airyscan Z planes were acquired using fixed confocal settings. Densitometry measurements were performed manually and unblinded using ImageJ and Fiji software [53]. Nuclei were selected for analysis solely on the basis of Nr2e3 expression (Fig. 2) or GFP expression (Fig. 3), without additional exclusion criteria (e.g., GFP intensity, size, shape). The “Freehand Selection” tool was first used to measure mean pixel intensity of each selected nucleus. Then, perimeters were traced along the margin of the visible Hoechst signal using the “Freehand Line” tool, and the mean pixel intensity at the nuclear perimeter was measured. This measurement was divided by the mean pixel intensity of the entire nucleus in order to normalize against cell-to-cell or image-to-image variations in intensity. For the chromocenter midpoint/lamina measure, the distance between the centroid of each chromocenter within a given nucleus and the nuclear periphery was measured (non-cumulatively) using the “Straight Line” tool. Plot profiles for the perimeter intensity were generated using the “Freehand Line” tool in concert with the “Plot Profiles” feature in ImageJ. Plot profiles for transect intensity measurements were performed using “Straight Line” tool with the “Plot Profiles” feature. Cumulative plot profile intensity plots were generated using Graphpad Prism (Graphpad Inc.).

### Statistics

Statistical analyses for count and measurement data were performed using Microsoft Excel and GraphPad Prism software. No blinding/randomization was performed. n-values refer to biological replicates (independent experiments or animals as indicated in the text and figure legends). For cell counting, we aimed for a minimum of 3 biological replicates (30 cells each as technical replicates), and performed one-way ANOVAs, with Tukey’s post-hoc test. We did not perform statistical analyses to predetermine sample sizes. ANOVAs passed tests for normality (Shapiro-Wilk test) and variance (Brown-Forsythe test). All error bars are mean ± SEM. We did not exclude any datapoints in this study, with the exception of cells that did not meet quality control standards in our scRNA-seq analyses (see below).

### ATAC-seq

ATAC-seq data were generated following Buenrostro et al. [54]. Briefly, 50,000 flow-sorted cells were lysed in cold lysis buffer (10 mM Tris-Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Lysed nuclei were tagmented using 6.5 µl of TDE1 transposase from the Nextera DNA Flex Library kit (Illumina). Samples were purified using Zymo-Spin IC columns (Zymo), and libraries constructed according to the Nextera workflow. Libraries were cleaned up using the AMPure XP kit (Beckman Coulter). PE 150 sequencing was performed using the NextSeq 500 platform to a read-depth of 25–35 million reads per sample.

### Multi-seq

After flow cytometric sorting, cells were barcoded with ‘anchor’ and ‘co-anchor’ lipid-modified oligonucleotides generously provided by the Zev Gartner lab [55]. Barcode oligonucleotides were purchased from Integrated DNA Technologies as follows. Barcode 1: F: 5′- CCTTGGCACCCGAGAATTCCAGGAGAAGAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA-3′; Barcode 2: F: 5′- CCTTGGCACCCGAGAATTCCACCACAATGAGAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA-3′; Barcode 3: F: 5′- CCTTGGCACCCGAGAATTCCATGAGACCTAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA-3′.

Each replicate was incubated with barcode oligonucleotides for 10 min. Cells were pelleted and washed 3 times with PBS. Replicates were pooled and processed in a single 10X Genomics Chromium run. Expression library FASTQs were processed using CellRanger (10X Genomics).

### Bioinformatics—ATAC-seq

ATAC-seq Fastq files were processed via Fastq Groomer [56] and Trimmomatic [57], and then mapped to the mm10 genome using Bowtie2 [58]. Summit and narrowpeak calling was performed with Macs2 [59], and we used GREAT [60] for peak-to-gene annotation. GO terms analysis was performed using Panther [34, 61] followed by ReViGO [35]. ATAC-seq histograms were generated using Seqplots [62].

Sorted rod and double-sorted green cone ATAC-seq data and narrowpeak files (mm10) were obtained from Hughes et al. [11] (GSE83312). Ctcf ChIP-seq data (ENCSR343RKY) generated by the Bing Ren lab [32] were obtained from the ENCODE Consortium [63, 64]. Additional ChIP-seq and cut&run-seq datasets were obtained from the Jeremy Nathans lab [33] (GSE72550), or the Epstein/Poleshko labs [8] (GSE180006).

For comparison with compartment data generated by Falk et al. [16] and Ctcf ChIP-seq data from ENCODE, ATAC-seq data were re-mapped to the mm9 genome as per above, except that we used Cutadapt for adapter trimming.

Footprinting analysis was performed using TOBIAS. As per the guidelines, we merged peak files together: lamin A with control; Lbr with control. Bindetect was performed using 220 motifs selected from the TRANSFAC database.

### Bioinformatics—RNA-seq

RNA-seq data from sorted rod photoreceptors from P10 *Rd1* mice were obtained from Jiang et al. [24] (GSE183117). Figure 1E presents the bioinformatic data published in the original paper. To visualize *Lmna* transcription and splicing, we re-mapped the data to the mm9 genome using Galaxy [65]. Fastq files were processed via Fastq Groomer [56] and Trimmomatic [57], and then mapped to the mm9 genome using RNA Star [66]. Genome visualization and sashimi plots were generated using IGV [67]. Heatmap in Fig. 6D was generated using Morpheus (https://software.broadinstitute.org/Morpheus). We quantitated differential transcripts using FeatureCounts [68] and DeSeq2 [69].

### Bioinformatics—scRNA-seq

Fastq files were aligned to the mm10 genome using CellRanger version 6.1.2 (Cell Ranger software, 10x Genomics). Output files were filtered and analyzed using Scanpy version 1.9.1 [70] in Python (Python Core Team n.d.). Genes detected in less than 3 cells were removed from the analysis. Low-quality cells (less than 200 genes detected, more than 2500 genes detected or more than 18% of mitochondrial genes) were also excluded. Libraries contained an average of 369,327 reads per cell, for a 98.6% saturation depth. Scrublet version 0.2.2 was used to detect doublets [71]. Replicates were demultiplexed with using the MULTI-seq workflow [55]. To annotate cell types, we trained a deep learning model grounded on previously published retinal single cell expression data [29] using scDeepSort version 1.0 [28]. Mitochondrial gene regression and initial gene expression analysis was performed using scVI-tools version 0.19.0 [72]. The following cell numbers passed quality control filters: pCIG2 control: 264 rods. Lamin A: 316 rods. Lbr: 41 rods. Differential gene expression analyses were performed using MAST version 1.24.0 [73]. Data integration was carried out on PostgreSQL version 14.3 (PostgreSQL Core Team n.d.) and Python’s library Pandas version 1.5.2 (Pandas Core Team n.d.).

### Supplementary information

Supplemental Material

Supplemental Movie 1

Supplemental Movie 2

Supplemental Table S1

Supplemental Table S2

Original Data File

Reproducibility checklist

## Data Availability

ATAC-seq data were uploaded to the GEO repository under accession: GSE240465. scRNA-seq data were uploaded to the GEO repository under accession: GSE240312. Microscopy datasets are available from the corresponding author on request.

# Supplementary material for: Lamin A upregulation reorganizes the genome during rod photoreceptor degeneration
**Source:** Cell Death Dis. 2023 Oct 25;14(10):701. doi: 10.1038/s41419-023-06224-x
**Supplement:** Supplementary file 1 — Supplemental Material

## Supplemental Information

### Lamin A upregulation reorganizes the genome during rod photoreceptor degeneration

Ivana Herrera<sup>1,2</sup>, José Alex Lourenço Fernandes<sup>1,2</sup>, Khatereh Shir-Mohammadi<sup>1,2</sup>, Jasmine Levesque<sup>1,2</sup>, Pierre Mattar<sup>\*1,2</sup>,

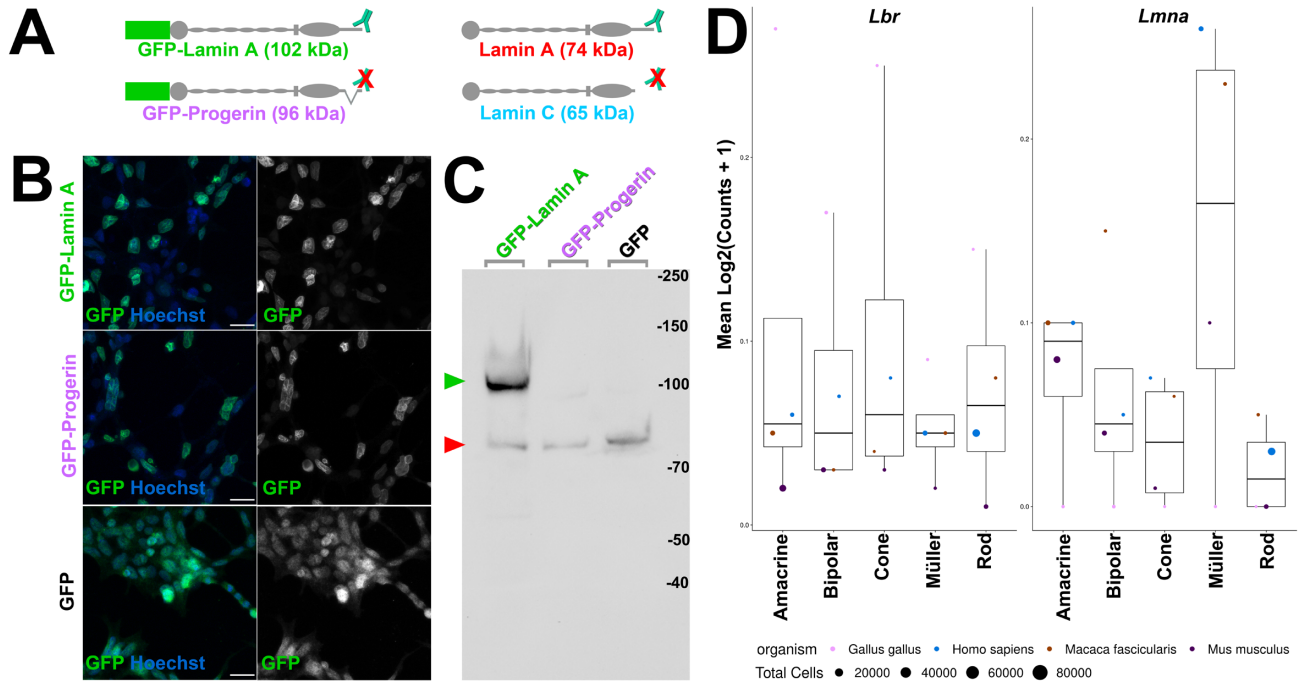

**Figure S1. Validation of the lamin A -specific antibody.** (A) Schematic of endogenous and exogenous A-type lamin proteins. Lamin A and lamin C are identical from amino acid residues 1-565, but diverge at their respective C-termini. Progerin is a misspliced protein that is identical to lamin A, except that it lacks 50 amino acids (606-656). (B) 293 cell lines stably expressing GFP-lamin A, GFP-progerin, or GFP alone as indicated, with GFP epifluorescence. Scale bar = 20  $\mu$ m. (C) Western blot of stably transfected 293 cell lines expressing GFP-lamin A, GFP-progerin, or GFP alone. Green arrowhead indicates GFP-lamin A band. Red arrowhead indicates endogenous lamin A. 293 cells endogenously express lamin C (~65 kDa), but the antibody fails to detect the protein in the western blot. (D) scRNA-seq expression data for *Lbr* and *Lmna* obtained from chick (*Gallus gallus*), human (*Homo sapiens*), macaque (*Macaca fascicularis*), or mouse (*Mus musculus*) as indicated. The plot was generated using the *Plaer* resource<sup>1</sup>.

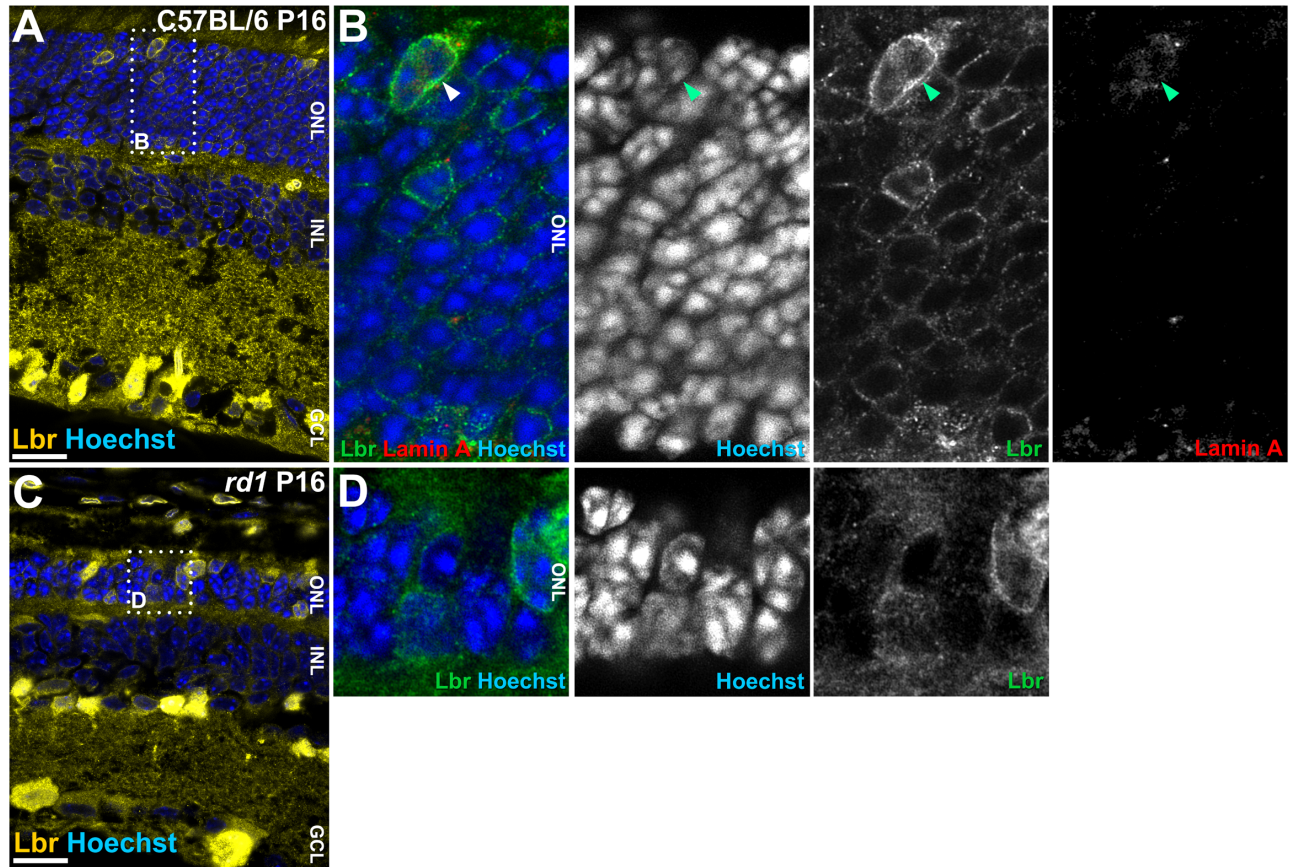

**Figure S2. Lbr expression in the degenerating *rd1* mutant.** (A-D) Airyscan confocal microscopy of P16 wild-type C57BL/6 (A) or *rd1* mutant retinas (C) with an Lbr-specific antibody (yellow). The retina was also counterstained with DNA dye Hoechst 33342 (blue). Boxed regions indicate the areas shown in the insets. (B, D) Inset regions showing individual color channels, including lamin A for C57BL/6. Arrowheads indicate cone photoreceptors. Scale bars = 10  $\mu$ m.

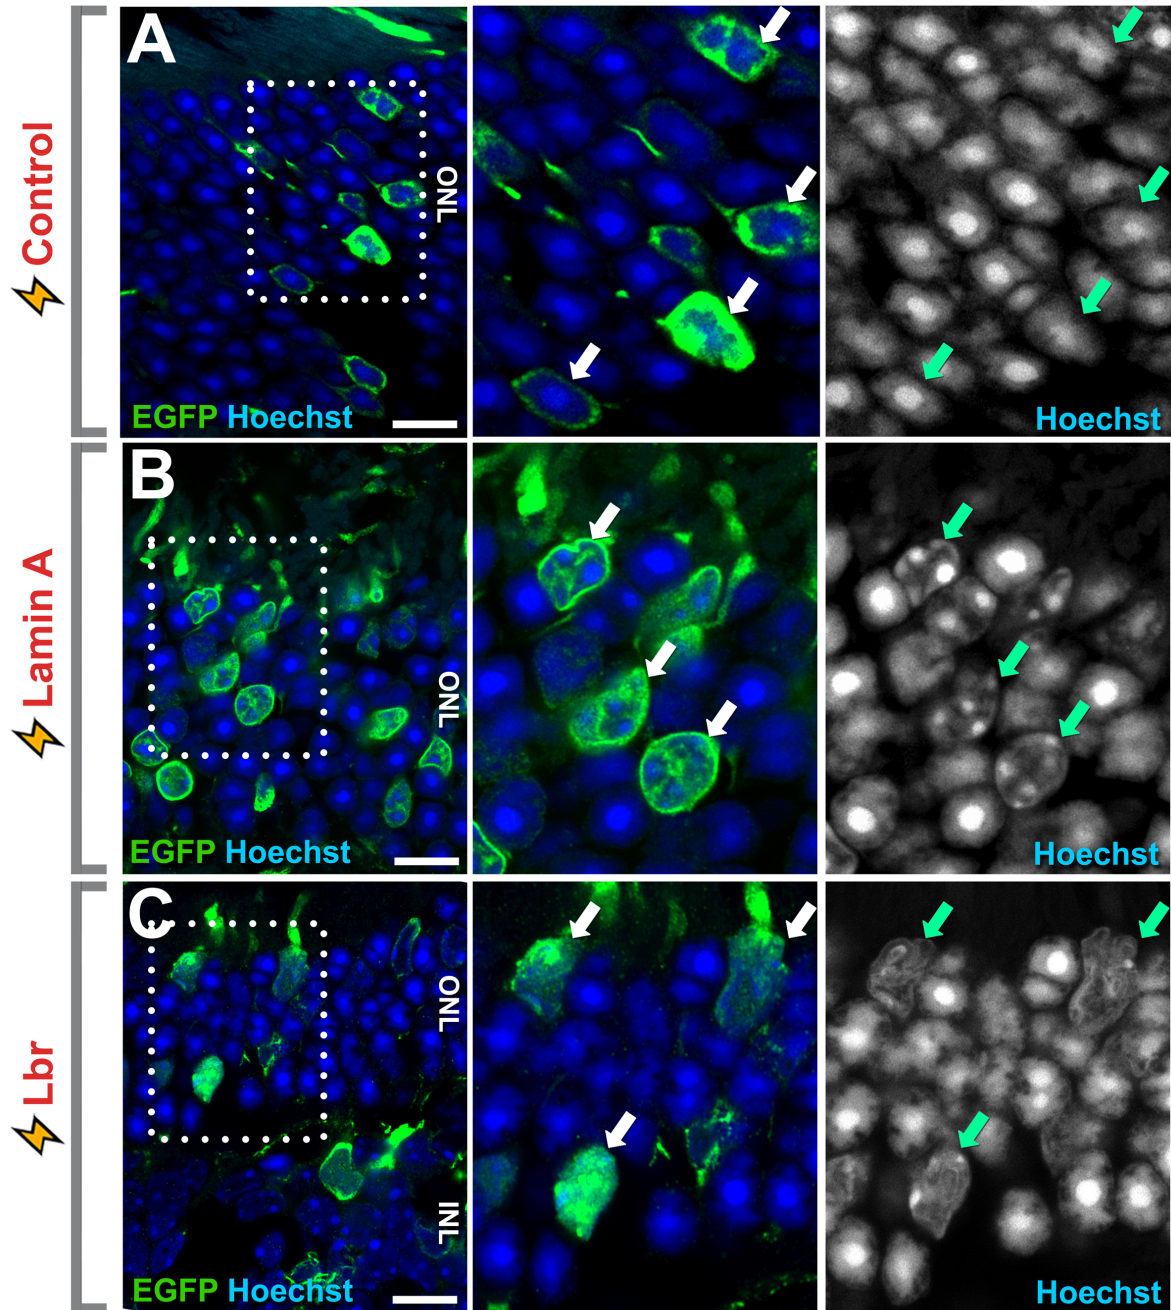

**Figure S3. Examples of heterochromatin tethering induced by in vivo electroporation.** (A-C) Airyscan confocal imaging of retinas transfected with GFP-expressing empty vector control (A), LA (B), or Lbr (C) expression constructs, and harvested after 6 weeks. Arrows mark transfected EGFP+ cells. Scale bars = 10  $\mu$ m.

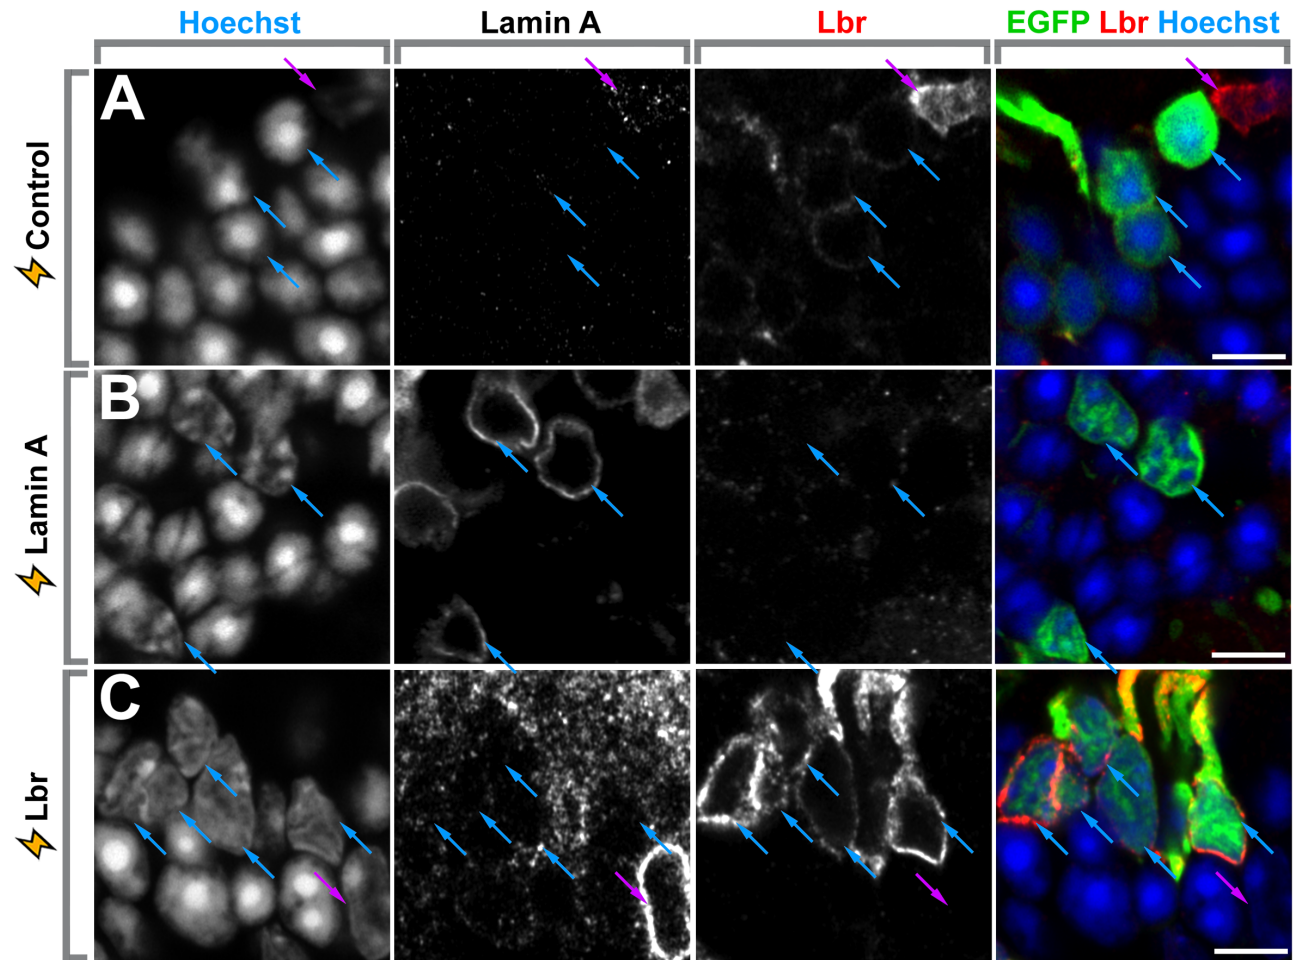

**Figure S4. Lack of reciprocal upregulation upon lamin A or Lbr misexpression.** (A-C) Airyscan confocal imaging of retinas stained transfected with GFP-expressing empty vector control (A), lamin A (B), or Lbr (C) expression constructs, and harvested after 6 weeks. Retinas were stained for lamin A, Lbr, and Hoechst. Blue arrows mark transfected EGFP+ cells. Magenta arrows indicate cones. Scale bars = 5  $\mu$ m.

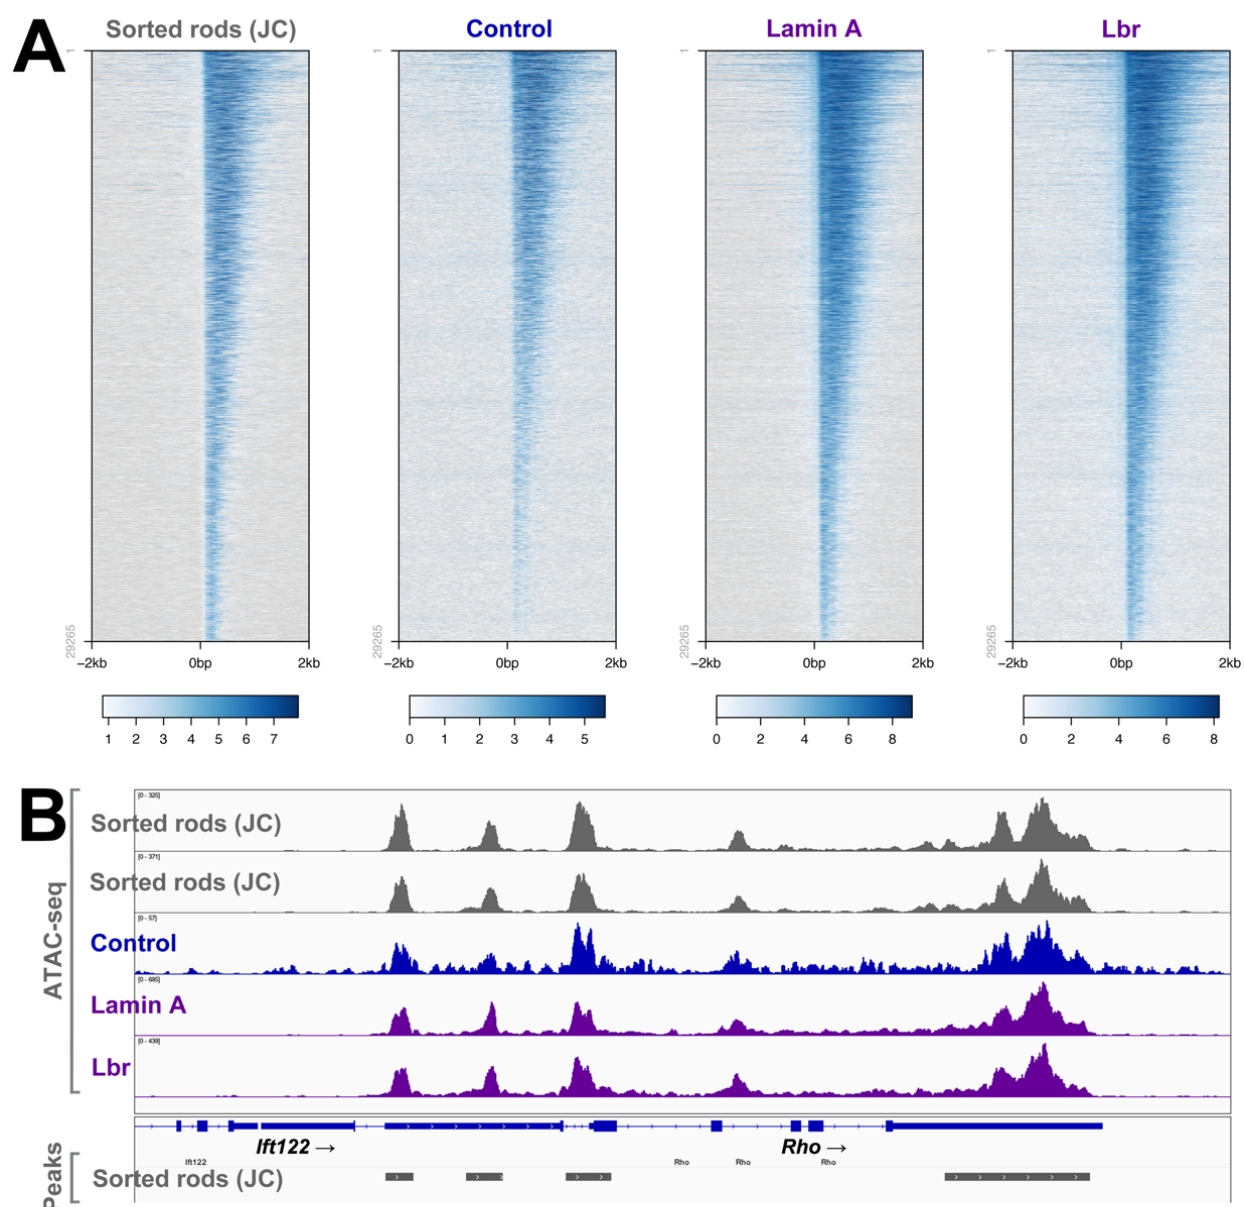

**Figure S5. Comparison of control and tethered rod datasets versus previously published rod-specific ATAC-seq data.** (A) Alignment of ATAC-seq data from sorted rods transfected with GFP control, lamin A, or Lbr expression constructs compared against previously published data from the Joe Corbo lab (JC) as indicated. Peaks are centered on rod-specific peaks (narrowpeaks) published by Hughes et al.<sup>2</sup> (B) Visualization of previously published ATAC-seq tracks and called peaks previously generated by Hughes et al. (JC), in comparison with ATAC-seq tracks generated from GFP control, lamin A, or Lbr -transfected rods at the *Rhodopsin* locus. Tracks are plotted on different scales.

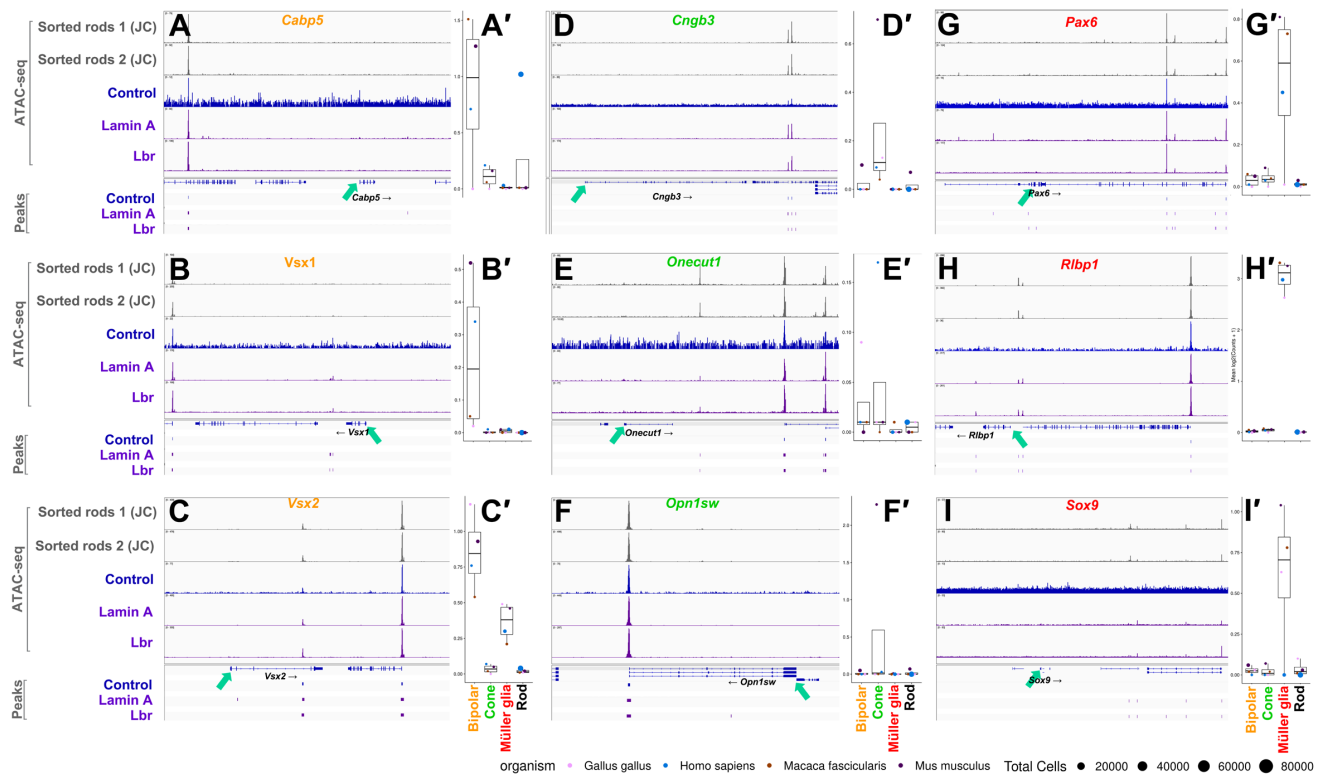

**Figure S6. Lack of accessibility at selected cell-type-specific marker genes. (A-I)**

Visualization of previously published ATAC-seq tracks previously generated by Hughes et al. (JC), in comparison with ATAC-seq tracks and called peaks generated from GFP control, LA, or Lbr - transfected rods at bipolar (A-C), cone (D-F), or Müller glia (E-F) marker genes. ATAC-seq tracks were plotted on different scales. Arrows indicate the transcription start sites for each marker gene. (A'-I') Comparison of marker gene expression in annotated bipolars, cones, Müller glia, and rods generated using the *Plae* scRNA-seq resource<sup>1</sup>.

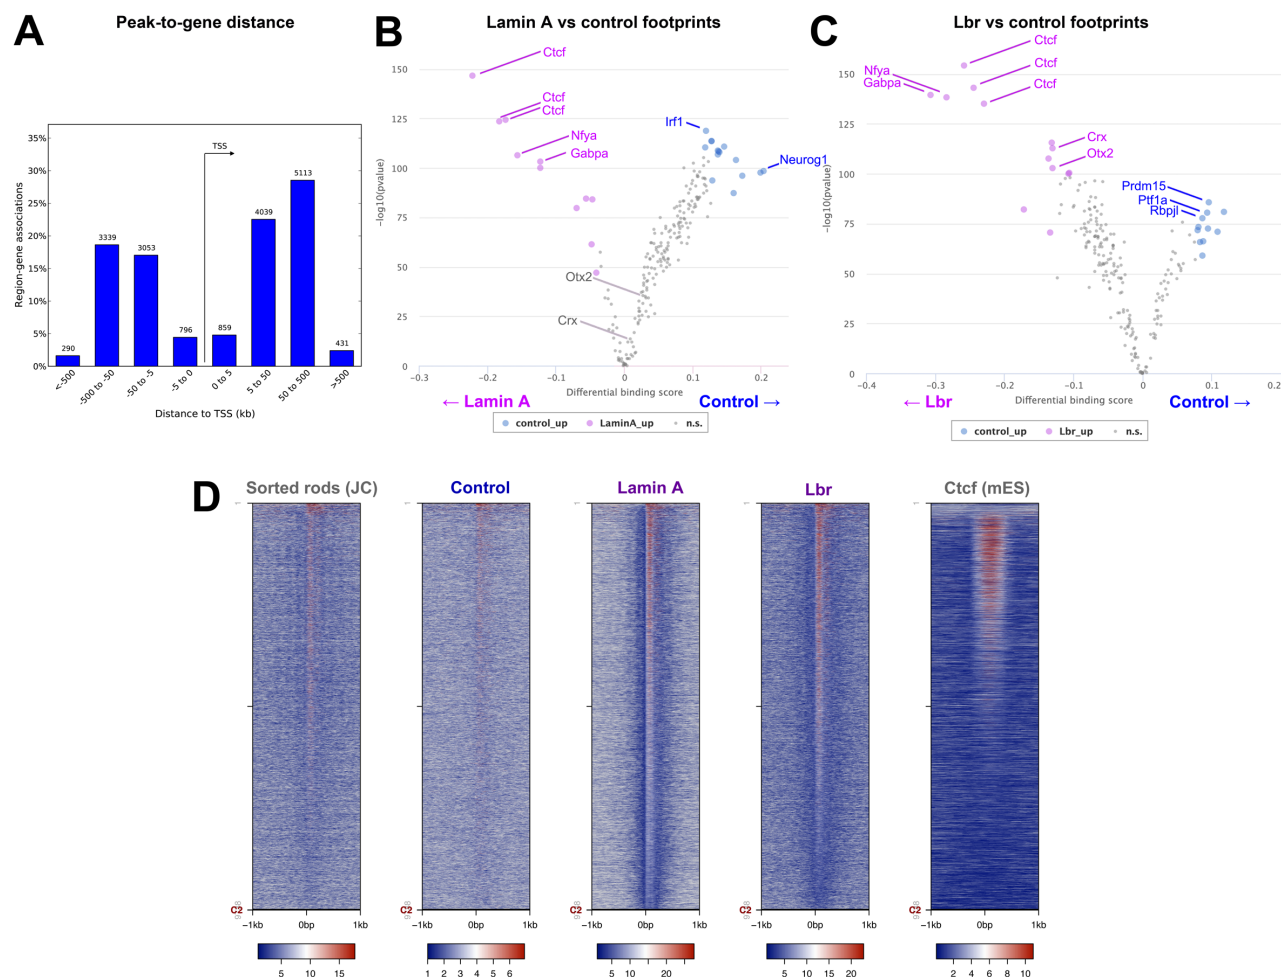

**Figure S7. Characterizing novel tethering-specific accessible sites.** (A) Location of tethering-specific cluster C2 peaks in relation to the transcription start site (TSS) of adjacent genes. (B, C) Motif enrichment in ATAC-seq footprints comparing LA versus GFP control (B) or Lbr versus control (C) ATAC-seq datasets. (D) Alignment of ATAC-seq data from sorted rods transfected with control, LA, or Lbr expression constructs compared against previously published data from the Joe Corbo lab (JC)<sup>2</sup>, and Ctcf ChIP-seq data from embryonic stem cells generated by the Encode Consortium. Plots are centered on tethering-specific cluster C2 peak summits (see Fig. 4D).

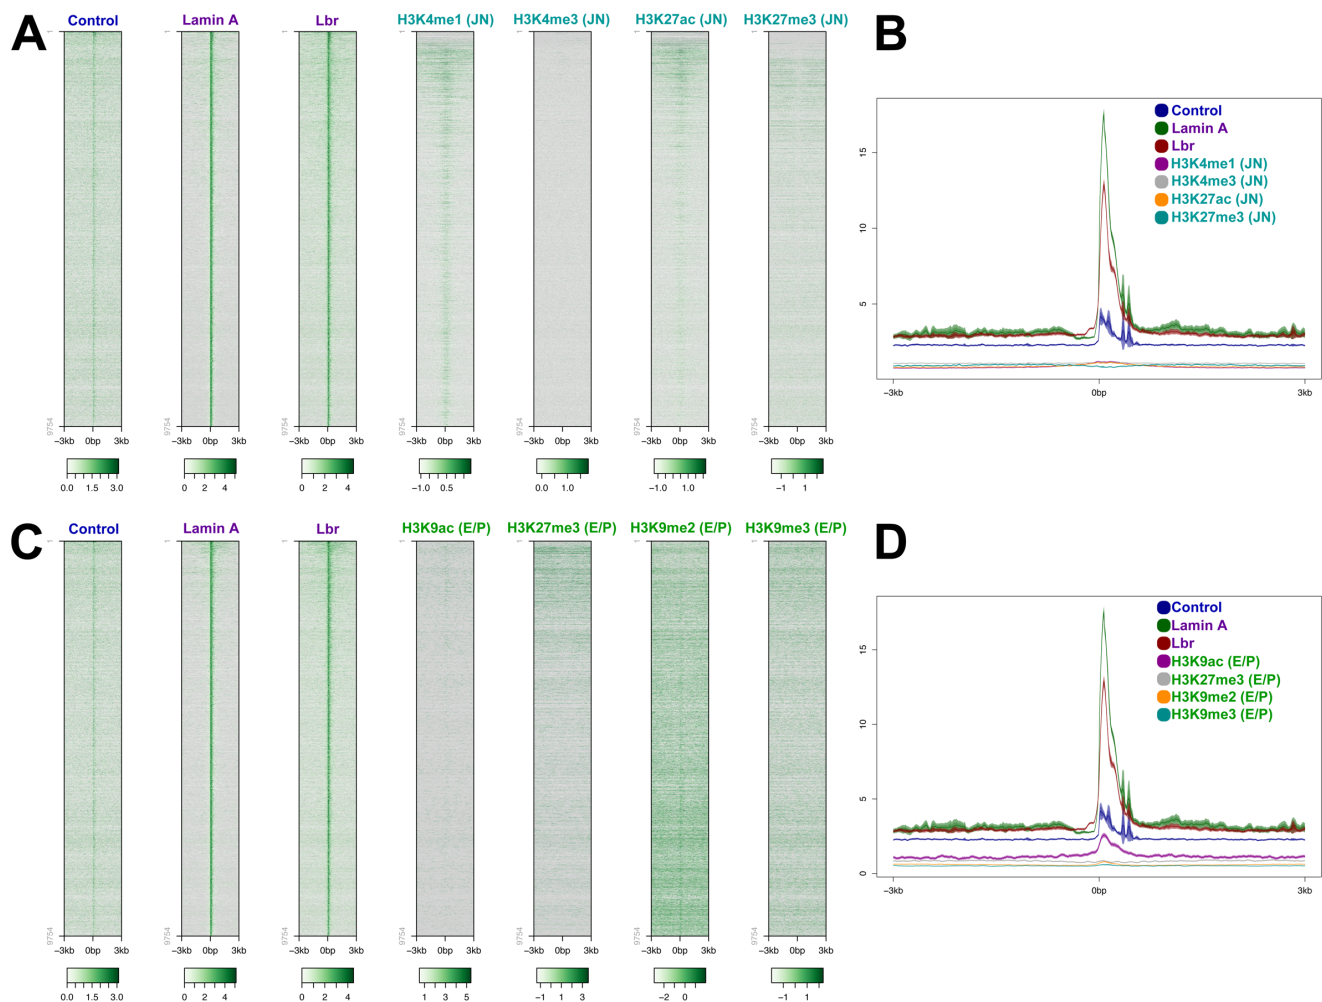

**Figure S8. Comparison of control and tethered rod ATAC-seq datasets versus previously published rod-specific ChIP-seq and cut&run-seq data.** (A, B) Alignment of ATAC-seq data from sorted rods transfected with GFP control, lamin A, or Lbr expression constructs compared against previously published ChIP-seq data from the Jeremy Nathans lab (JN)<sup>3</sup> as indicated. Plots are centered on tethering-specific cluster C2 peak summits (see Fig. 4D). (C, D) Alignment of ATAC-seq data from sorted rods transfected with GFP control, lamin A, or Lbr expression constructs compared against previously published cut&run-seq data from the Epstein and Poleshko laboratories (E/P)<sup>4</sup> as indicated. Plots are centered on tethering-specific cluster C2 peak summits (see Fig. 4D). Tracks are plotted on different scales.

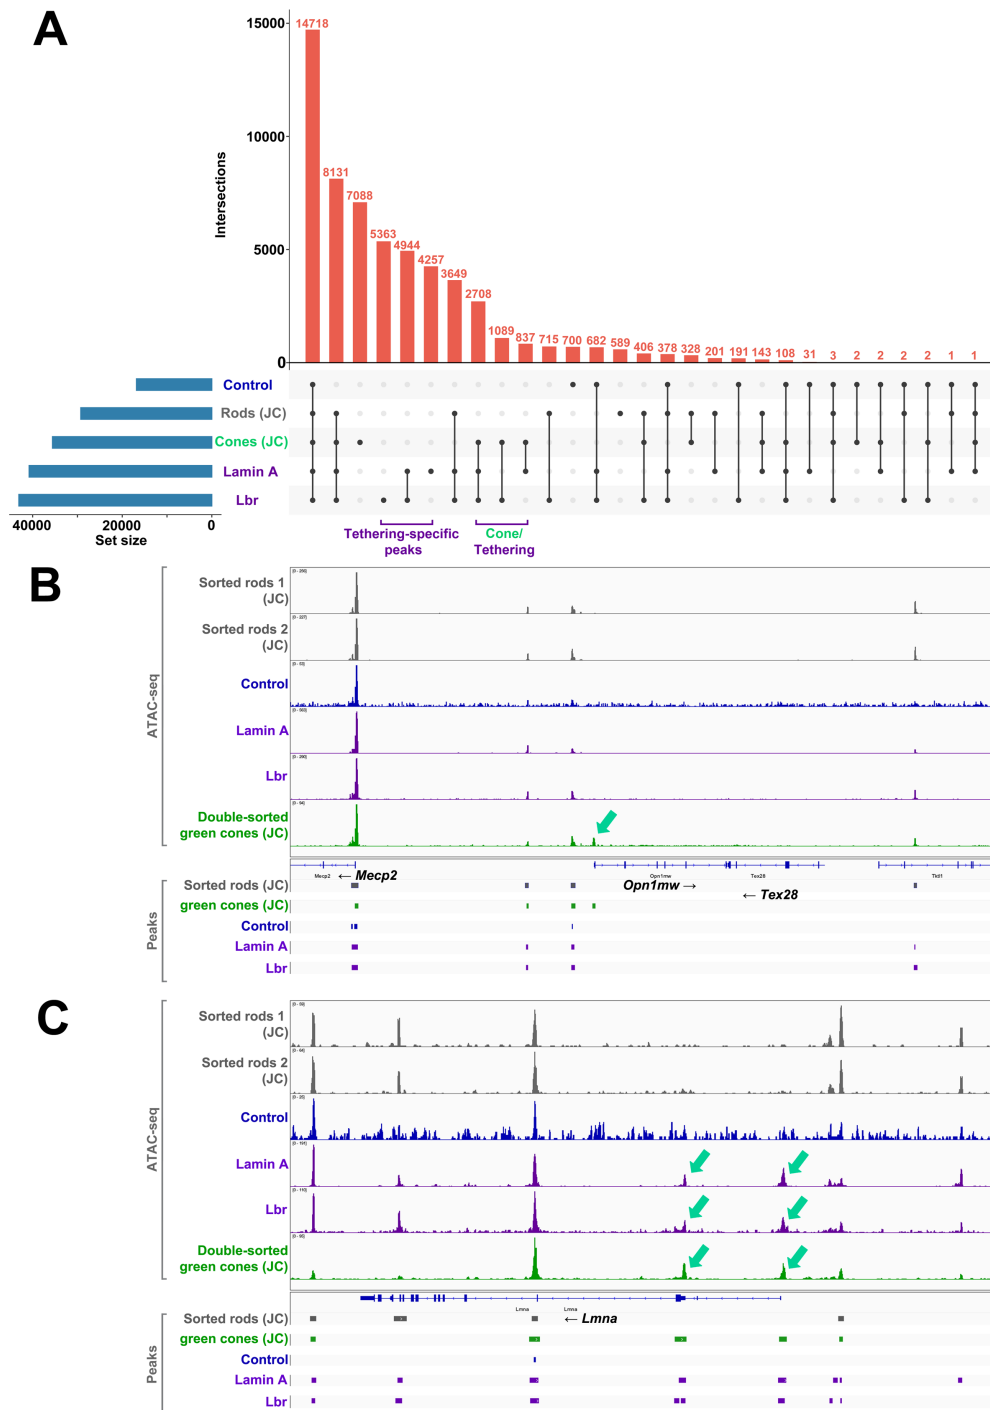

**Figure S9. Comparison of ATAC-seq data from control rods, tethered rods, and green cones.** (A) Upset plot of of ATAC-seq peak intersections from sorted rods transfected with GFP control, LA, or Lbr expression constructs compared against previously published sorted rod and (double-sorted) green cone data from the Joe Corbo lab (JC)<sup>2</sup> as indicated. (B, C) Comparison of previously published ATAC-seq tracks and called peaks versus ATAC-seq tracks generated from control, LA, or Lbr - transfected rods as indicated, visualizing the cone-specific genes *Opn1mw* (green cone opsin; B) or *Lmna* (C). ATAC-seq tracks are plotted on different scales. Arrows indicate peaks present in cones and/or tethered rods, but not control rods. Tracks are plotted on different scales.

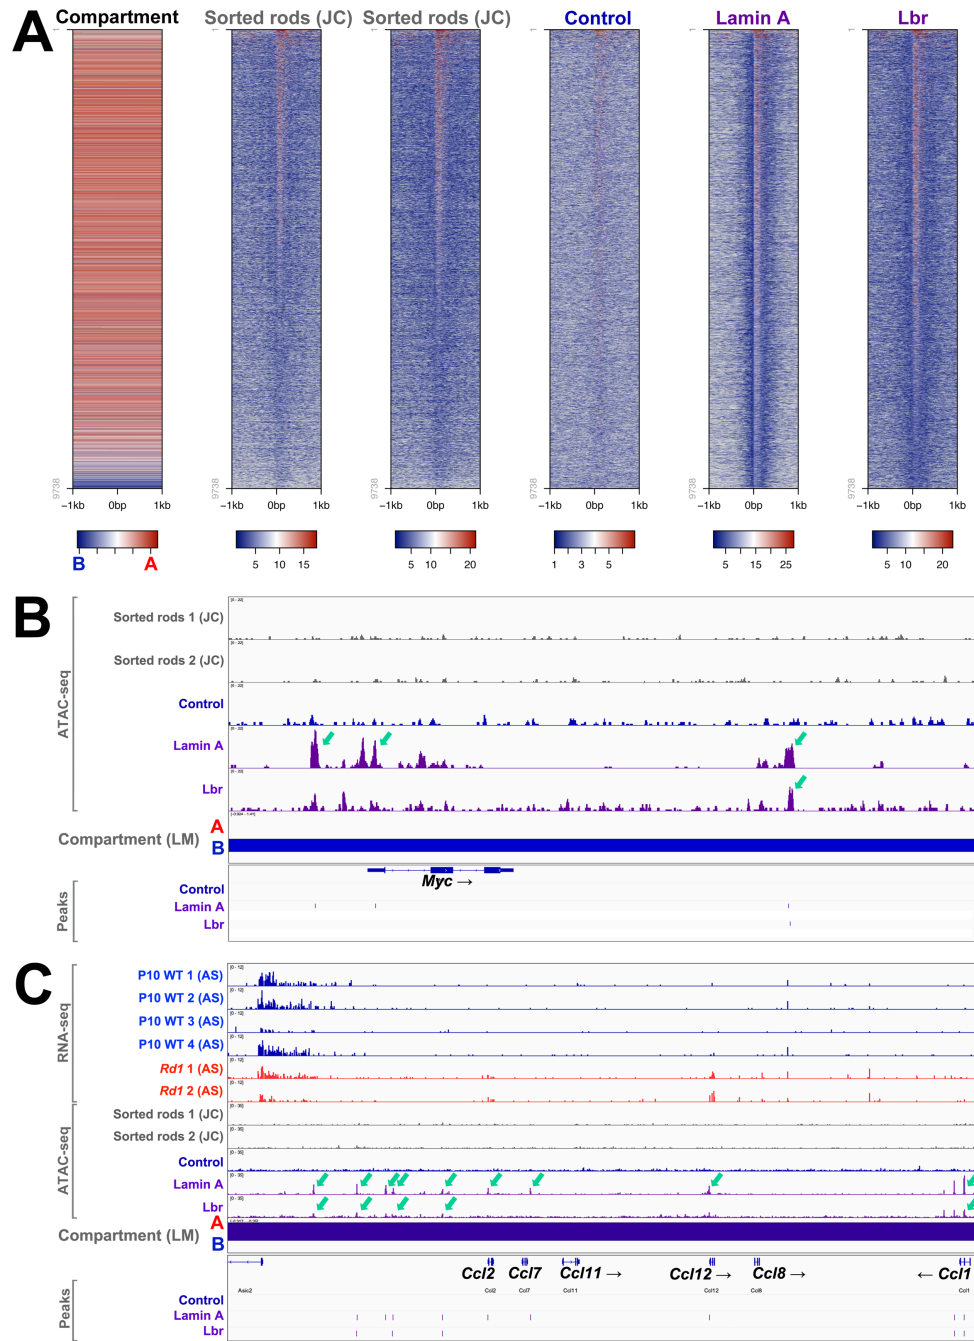

**Figure S10. Alteration of genome accessibility in the A versus B-compartments.** (A) Alignment of ATAC-seq data from sorted rods transfected with GFP control, LA, or Lbr expression constructs compared against previously published data from the Joe Corbo lab (JC)<sup>2</sup>, and compartment data from the Leonid Mirny lab (LM)<sup>5</sup> as indicated. Peaks are centered on tethering-specific cluster C2 peak summits (see Fig. 4D). (B, C) Control vs. *rd1* RNA-seq from the Anand Swaroop lab (AS)<sup>6</sup>, ATAC-seq tracks and called peaks from the Joe Corbo lab (JC)<sup>2</sup>, and compartment data from the Leonid Mirny lab (LM)<sup>5</sup>, compared against ATAC-seq tracks generated from control, LA, or Lbr -transfected rods. B-compartment TADs included the *Myc* (B) and *Ccl2*, *Ccl7*, *Ccl11*, *Ccl12*, *Ccl8*, and *Ccl1* (C) loci. RNA-seq and ATAC-seq tracks were respectively group-autoscaled. Arrows indicate peaks present specifically in tethered rods.

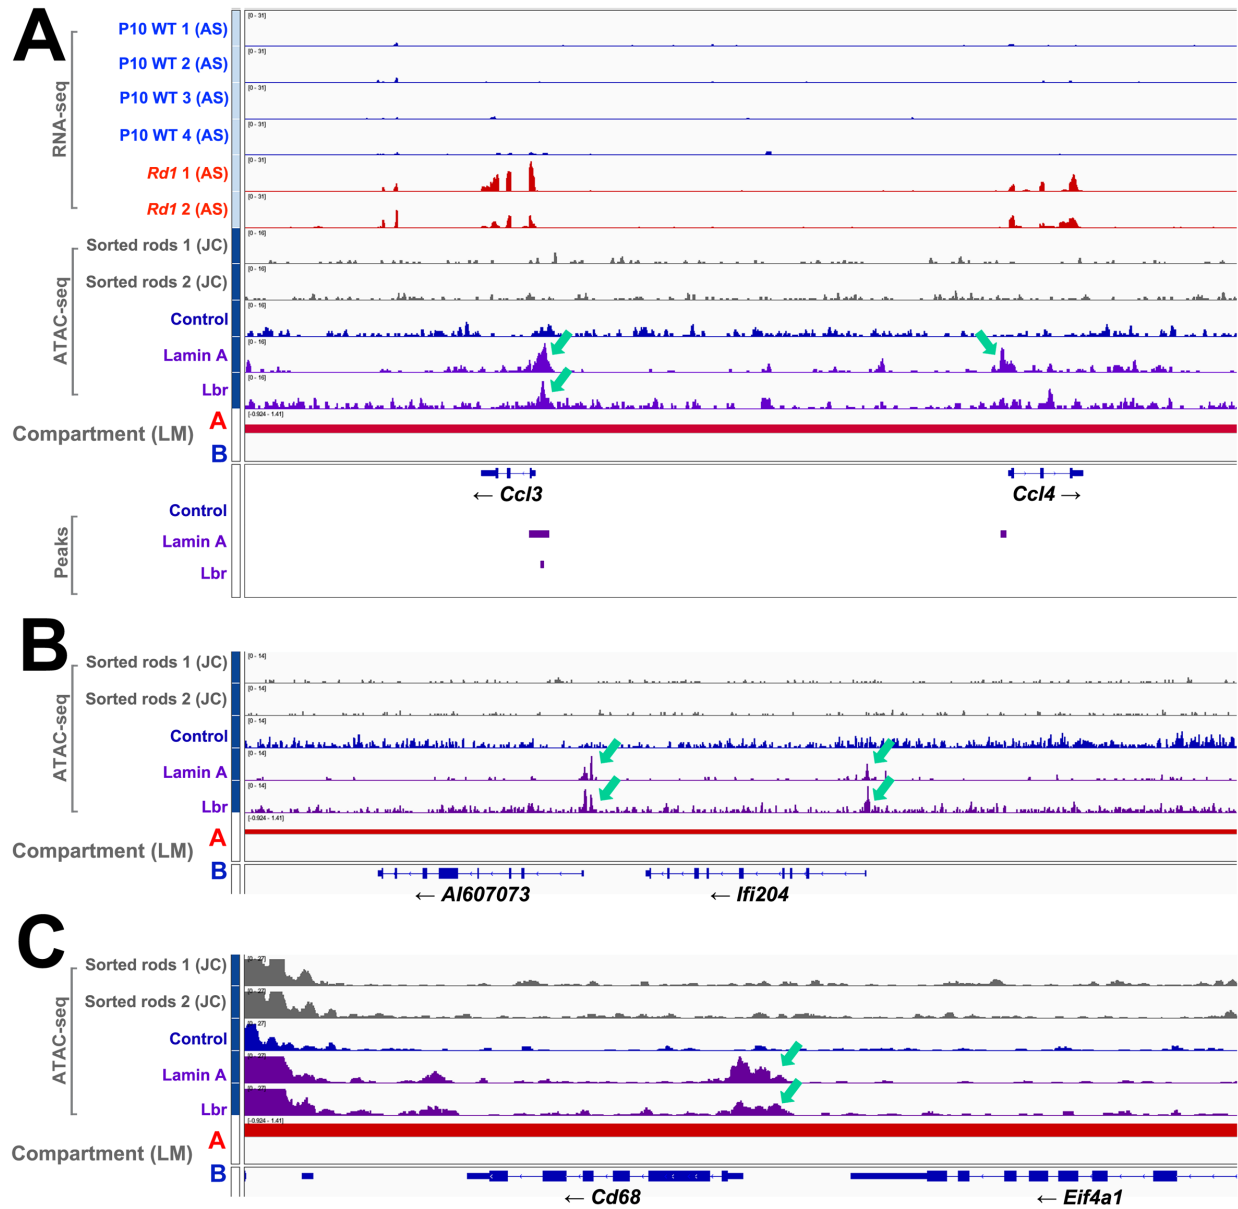

**Figure S11. Heterochromatin tethering promotes accessibility at a subset of degeneration-associated genes.** (A-C) Control vs. *rd1* RNA-seq from the Anand Swaroop lab (AS)<sup>6</sup>, ATAC-seq tracks and called peaks from the Joe Corbo lab (JC)<sup>2</sup>, and compartment data from the Leonid Mirny lab (LM)<sup>5</sup>, compared against ATAC-seq tracks generated from control, LA, or Lbr -transfected rods as indicated. RNA-seq and ATAC-seq tracks were respectively group-autoscaled. Arrows indicate peaks present specifically in tethered rods, but not control rods.

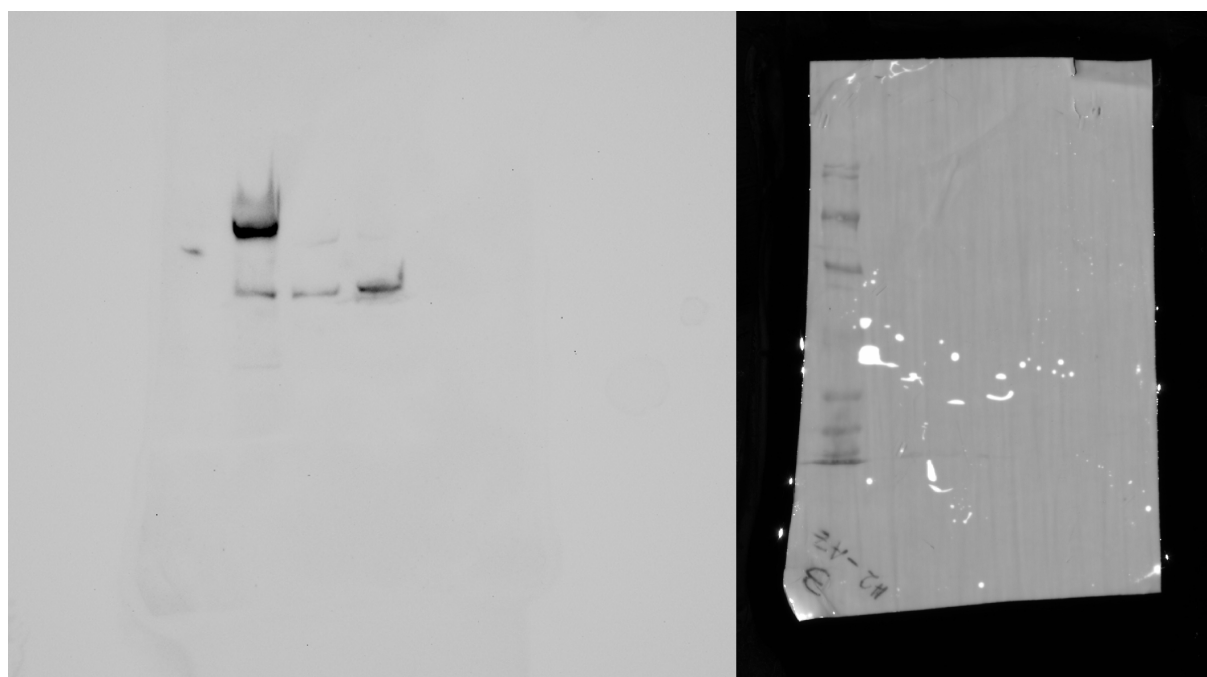

**Figure S12.** Uncropped scans of western from Fig. S1.

**Supplemental Movie 1.** Lamin A expression in C57BL6/J control rods. Airyscan confocal microscopy of P16 rd1 retina stained for lamin A (white) and hoechst (blue).

**Supplemental Movie 2.** Lamin A upregulation in rd1 rods. Airyscan confocal microscopy of P16 rd1 retina stained for lamin A (white), Nr2e3 (green), and hoechst (blue).

**Supplemental Table S1.** Differentially expressed genes in annotated rod photoreceptors as determined via MAST<sup>7</sup>. Tab 1: Lamin A versus Control. Tab 2: Lbr versus Control.

**Supplemental Table S2.** Genes and gene ontologies associated with tethering-specific cluster C2 peaks. Peak-to gene annotation was performed using GREAT<sup>8</sup>. Tab 1: peak-to-gene annotation via GREAT. Tab 2: ReViGO analysis for Biological Process (Panther). Tab3: Gene ontology for Biological Process. Tab 4: Gene ontology for Cellular Component. Tab 5: Gene ontology for Molecular Function. Tab 6: Gene ontology for Human Phenotype. Tab 7: Gene ontology for Mouse Phenotype Single KO. Tab 8: Gene ontology for Mouse Phenotype

## References

1. Swamy VS, Fufa TD, Hufnagel RB, McGaughey DM. Building the mega single-cell transcriptome ocular meta-atlas. *Gigascience* 2021, **10**(10).
2. Hughes AE, Enright JM, Myers CA, Shen SQ, Corbo JC. Cell Type-Specific Epigenomic Analysis Reveals a Uniquely Closed Chromatin Architecture in Mouse Rod Photoreceptors. *Scientific reports* 2017, **7**: 43184.
3. Mo A, Luo C, Davis FP, Mukamel EA, Henry GL, Nery JR, *et al.* Epigenomic landscapes of retinal rods and cones. *eLife* 2016, **5**: e11613.
4. Smith CL, Lan Y, Jain R, Epstein JA, Poleshko A. Global chromatin relabeling accompanies spatial inversion of chromatin in rod photoreceptors. *Sci Adv* 2021, **7**(39): eabj3035.
5. Falk M, Feodorova Y, Naumova N, Imakaev M, Lajoie BR, Leonhardt H, *et al.* Heterochromatin drives compartmentalization of inverted and conventional nuclei. *Nature* 2019, **570**(7761): 395-399.
6. Jiang K, Mondal AK, Adlakha YK, Gumerson J, Aponte A, Gieser L, *et al.* Multiomics analyses reveal early metabolic imbalance and mitochondrial stress in neonatal photoreceptors leading to cell death in Pde6brd1/rd1 mouse model of retinal degeneration. *Human molecular genetics* 2022, **31**(13): 2137-2154.
7. Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, *et al.* MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome biology* 2015, **16**: 278.
8. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, *et al.* GREAT improves functional interpretation of cis-regulatory regions. *Nature biotechnology* 2010, **28**(5): 495-501.

How the deposited data were processed for this re-analysis (not part of the article)

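ATAC-seq was analysed in sorted mouse rods transfected with control, LA or Lbr constructs, with 1 library per condition and 3 libraries in all. The samples were assigned by the titles and descriptions of the libraries, which name the same 3 transfections as the paper. Another field of the sample labels gives the control transfection for all 3 libraries and was not used.

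The authors trimmed reads, mapped them to mm10 and called narrow peaks with Macs2 in each library. The deposited peak lists give the first and last base of each peak, and their score column is 0 in every row. The values used were therefore positions in bases, and no count, fold or q-value was at hand. The design fixed before the data were examined ranked peaks by q-value or fold, and peak width took the place of both. Width is only a proxy for strength. The depth of each library is unknown, so precision is given as Wilson intervals at the 95% level, which cover counting error within a list and not the variation between animals. Peaks and genes are not replicates, so comparisons over them, with random gene lists, shuffled positions or motif intervals, do not cover that variation either.

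Peaks overlapping by at least 1 base were merged into regions. Gene windows ran from 5 kb upstream to 1 kb downstream of each annotated start site of GENCODE mouse release 21. The paper used the same distances per gene, with peak-to-gene annotation by GREAT, which was not run here. All peaks on the 21 chromosomes compared lay within the chromosome lengths of the GRCm38 sequence. Features of regions were compared with those of 50000 random positions outside assembly gaps. Peaks without a control peak were set against 20 shuffles of their positions. Genes named in the text are those the paper names in its ATAC-seq results and the corresponding figure panels, the genes of the marker lists reported, and the 5 widest regions with a peak in LA and Lbr and none in control. Some genes covered by this rule are not reported here. The 5 genes used as markers of sex chromosomes were chosen after peak positions had been seen.

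There were 16 marker lists, for microglia or macrophages, cones, bipolar cells, Müller glia, amacrine or horizontal cells, retinal ganglion cells, endothelial cells or pericytes, astrocytes, retinal pigment epithelium, lymphocytes, rods, and 5 tissues outside the retina (liver, muscle, spermatids, epidermis and pancreas). The lists were written before the data were examined. The comparison with 10000 random lists of protein-coding genes without a control peak, matched on the number of start sites, was chosen after the counts of all 16 lists had been seen. The sequences of 4 motifs were searched in 200 base windows on the midpoint of LA peaks that were also called in Lbr and lay over 5 kb from a start site, and the groups were compared at equal width by averaging over 9 of the 10 width groups, weighted by their number of peaks. The width group left out held fewer than 20 peaks in at least one of the groups compared.

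Alternatives changed the overlap rule, the chromosomes, the gene window and the motif window, and after the data were examined also the set of peaks by width. The code was tested on simulated data, in which 100% of 20000 simulated regions were returned in their class. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9. Published rod and cone peaks, cluster C2 peaks, footprints, compartment data, Ctcf ChIP-seq and RNA-seq were not analysed here. The microglia or macrophage genes were looked up in part of the paper's cluster C2 gene annotation.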

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

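No paired analysis was possible because each condition had 1 library. Alternatives by q-value or fold enrichment, trimming to peak summits, counting every summit, and the comparison of fold enrichment at shared regions were not run, since the lists give intervals alone. The unknown depth of each library and the absence of replicates limit every comparison between conditions.

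Peak counts, and the counts of regions in LA and Lbr, LA alone, Lbr alone and all 3 libraries, stayed within 1.5 times their main values on autosomes and, for regions, when peaks within 500 bases were joined. The count of regions in control alone fell to 446 on autosomes, since many lie on the Y chromosome. Requiring 50% reciprocal overlap gave shares with a control peak of 16.93% for all LA peaks and 48.02% for the widest group, and of 14.17%, 0.5185% and 45.81% for all Lbr peaks and the narrowest and widest groups. At shared regions the ratio of control to LA width had a median of 0.523, which limits how often each can cover that much of the other. The gene-proximal share became 25.17% with 1 kb either side of the start site, 38.78% with any overlap and 29.9% with protein-coding genes. The CTCF motif was found in 6.18% of distal peaks without a control peak in the 100 base window, which is shorter.

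The remaining alternatives were chosen after the data were examined. With the widest peaks of each list, as many as in control, there were 2020 regions in LA and Lbr without control, 1430 in LA alone, 1123 in Lbr alone, 2389 in control alone, 425 in control and LA and 705 in control and Lbr. With LA and Lbr peaks of at least 500 bases and control as deposited, these counts were 2062, 1219, 1404, 2310, 302 and 890. Such selection removes narrow LA and Lbr peaks by construction, so it also raises the control-only count. With peaks trimmed to 100 bases either side of the midpoint, there were 1508 regions in control alone, 161 in control and LA and 340 in control and Lbr. With peaks of at least 500 bases, 1 microglia or macrophage marker gene had an LA peak and 1 an Lbr peak.

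Of the results for single genes and other marker lists, 15 changed by more than 1.5 times under the alternatives fixed before the data were examined and 108 did not. The width minimum was run on the marker lists and not on single genes, and of the results for the 15 lists other than microglia or macrophages 19 changed and 26 did not.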

Differences from the paper's values

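The count of LA peaks, 35858, is the number the paper gives for Fig. 5D. The paper gives gene-proximal values for cluster C2, whose peaks were not analysed here. The regions in LA and Lbr without a control peak are another and larger set, from which published rod peaks were not removed. Of these regions 37.76% were gene-proximal, against the paper's ~10% of cluster C2, and the share was 25.17% with 1 kb either side of the start site, 38.78% with any overlap and 29.9% with protein-coding genes, so none of the alternatives set before the data were examined closed the gap. There were 6998 gene-proximal regions at 4921 genes, against the paper's ~1400 peaks at 1224 genes; no alternative was run for these counts. The region counts differed by less than 1.5 times in the main setting. Read by eye from Fig. 5C, with and without the published rod peaks added together, the paper shows about 16000 regions in all 3 libraries against 11608 here, about 19000 in LA and Lbr without control against 18548, about 5400 in LA alone against 5482, about 7600 in Lbr alone against 7725, and about 700 in control alone against 702. About 16000 is more than the 12906 control peaks, so for regions in all 3 libraries the reading or the counting unit differs. That value therefore shows no agreement. The paper's overlap rule is not named in its text.

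The paper states that new peaks were seen at Cd68. In the deposited lists, Cd68 had 0 peaks in its window in control, LA and Lbr. Fig. S11B and Fig. S11C arrow the signal at Ifi204 and Cd68 in LA and in Lbr and show no called peaks, so a signal below the peak threshold is not excluded by the lists. By the paper's methods, data set beside compartment data were mapped again to another genome build, and those data were not analysed here. In its discussion of light damage, the paper names Ccl4, Ifi204 and Cd68 as genes that became accessible on tethering by LA or Lbr. Ccl4 had a peak in LA alone and Ifi204 in Lbr alone. Fig. S11A shows an Lbr peak at Ccl3, where the Lbr list had 0 peaks.

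The legend of Fig. 6 describes the arrowed peaks as absent from control rods. At Tusc1, the control list held a peak of 198 bases inside the LA and Lbr peaks.

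The paper places the gained peaks mainly in distal intergenic regions. Over the regions with a peak in LA and in Lbr and none in control, 23.1% lay between genes, 35.3% in introns and 37.8% in gene-proximal windows, and 47.8% lay within 5 kb of a start site. Published rod peaks were not removed from these regions, so they are a wider set than the gained peaks of the paper.

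The paper states that marker genes of other cell types were as accessible as in control rods. Over 116 marker genes of cells other than rods, 14 had a peak in control, 55 in LA and 47 in Lbr. Of the 60 genes of the lists outside the retina, 7 had one in control, 14 in LA and 15 in Lbr. In the narrower window of 1 kb, the microglia or macrophage list had 0, 11 and 6 of 20 genes. Over all protein-coding genes the shares also differed, at 43.3% in control, 59.9% in LA and 59.4% in Lbr. A setting with LA and Lbr peaks of at least 500 bases left control as deposited and removed narrow LA and Lbr peaks. There, control, LA and Lbr had 0, 1 and 1 microglia or macrophage genes and 5, 4 and 4 cone genes. They had 2, 1 and 2 bipolar genes and 1, 2 and 3 Müller glia genes.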

Other observations

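The tests in this part were chosen after the result was seen, apart from those on the CRX and PU.1 motifs and the first of the tests on the CTCF motif. The shares of LA peaks with a control peak by strength were planned as values without a test, and width as the measure of strength and their use as a test were chosen afterwards. A marker list was to be singled out if it lay in the top 2.5% of random lists in both LA and Lbr, and 0 lists did.

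LA and Lbr had more regions than control. The tables argue against peaks scattered at random along the autosomes. Of the autosomal LA peaks without a control peak, 77.3% were called in Lbr, against at most 1.38% after shuffling their positions. The shuffles drew positions evenly along each chromosome, so background that recurs at the same sites in both libraries was not excluded. A lower sensitivity of the control library may contribute: 89.0% of the widest group of LA peaks had a control peak, against 1.53% of the narrowest, and control peaks were narrower at nearly all shared regions. By the paper's counts, partly read by eye, many regions shared by LA and Lbr without a peak in this control library are called in the published rods. Lower sensitivity of this control library would give such regions, and a gain on tethering would not. At the other regions, a gain of weak sites on tethering would also give narrow peaks that control lacks. A biological gain there stays open and was not tested. With 1 library per condition, a difference in depth or library quality and an effect of the constructs are confounded.

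Of 20 microglia or macrophage marker genes, 0 had a peak in control, 13 in LA and 9 in Lbr. Among 10000 random lists of protein-coding genes without a control peak, 99.7% had fewer genes with an LA peak and 84.1% fewer with an Lbr peak, so the list stood out in LA and not in Lbr. Of the 30 percentiles over 15 lists, 1 lay in the top 2.5%, where 0.75 would lie by chance, and 0.096 would lie as high as this one. Lbr lay in the same direction but outside the top 2.5%, and the difference between LA and Lbr was not tested. Greater sensitivity at all genes alike and cells of this lineage among the sorted cells cannot be told apart. Only 1 library passed the limit, and the sorted cells may differ between libraries. No gene of the list is in another list. Of its 20 genes, 7 occur in the part of the paper's cluster C2 gene annotation that was at hand, which holds 500 entries. No expected count was computed for that part, so no conclusion is drawn from it. A response of the rods themselves was not tested. Within the list, 8 genes had a peak in the window in both LA and Lbr, among them C1qb, C1qc, Fcer1g and Aif1. C1qa, P2ry12, Spi1, Ptprc and Tyrobp had one in LA only, and Ctss in Lbr only. Lyz2, Csf1r, Cd68, Trem2, Itgam and Mrc1 had 0 peaks in the window in any library.

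The absence of control peaks at this list decides little. From the widths of the 18 LA peaks at the list, with a median of 198 bases, 1.50 control peaks were expected, and none would be seen with a chance of 0.182. From the 10 Lbr peaks, with a median of 202 bases, 1.46 were expected, with a chance of none of 0.0869. Lower sensitivity of control and a true absence therefore cannot be told apart here.

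The remaining lists were not in the top 2.5% of the random lists in either library, and 0 of the 30 percentiles were in the bottom 2.5% when random lists with as many genes were counted too, the lowest being 2.82%. A list with 0 genes gaining a peak has 0 in the percentages below by construction. Over genes without a control peak, the percentages of random lists with fewer genes with a peak were, for LA and Lbr in turn, 48.5 and 52.3 for cones, 80.8 and 82.6 for bipolar cells, 70.0 and 90.5 for Müller glia, and 79.0 and 34.2 for endothelial cells or pericytes. They were 5.56 and 0.82 for amacrine or horizontal cells, 12.6 and 2.33 for retinal ganglion cells, 20.5 and 4.15 for astrocytes, 7.97 and 9.29 for retinal pigment epithelium, and 1.27 and 1.38 for lymphocytes. Outside the retina they were 0 and 16.9 for liver, 28.8 and 12.0 for muscle, 0 and 0 for spermatids, 2.72 and 2.83 for epidermis, and 9.09 and 10.2 for pancreas. All rod genes had a control peak, so no percentile was computed for them.

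Motifs were compared between 1860 distal peaks with a control peak, of median width 510 bases, and 9708 without one, of median width 282 bases. The PU.1 motif GAGGAAGT, bound by a factor of the microglia or macrophage lineage, was 0.362 percentage points more frequent without a control peak at equal width (95% interval -0.343 to 1.07). In the 100 base window the difference was -0.0375 points (-0.6576 to 0.5825). Cells of this lineage were therefore neither shown nor excluded. The CRX motif CTAATCC, bound by a photoreceptor factor, was 0.530 points more frequent without a control peak at equal width (-1.07 to 2.13). In the 100 base window the CRX difference was 0.681 points (-0.620 to 1.98). Before widths were equalised, the 200 base window held it in 8.29% of peaks without a control peak and in 8.98% of those with one. The intervals cover both directions, so gained peaks at rod elements like those called in control were neither shown nor excluded. For the AP-1 motif the difference was -0.110 points (-1.75 to 1.53), while its reversed sequence, used as a control, differed by 1.21 points (0.124 to 2.29). Among the 4 motifs and their reversed sequences, a difference of this size thus arose at a control sequence.

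The CTCF core motif CCASYAGRKGGC was found in 11.75% of distal peaks without a control peak (95% Wilson interval 11.1 to 12.4%) and in 7.15% of those with one (6.07 to 8.41%). The explanation written before the test, that wider or stronger peaks hold more motifs, goes against this direction, since the narrower group held more in that window. The window has a fixed length and covers less of a wide peak, and the rest of each peak was not searched. At equal width the difference was 0.578 points (-1.87 to 3.03), and -0.404 points in the 100 base window (-2.38 to 1.57). A candidate explanation, worded after the result, is therefore that narrower distal peaks show this motif near the midpoint more often and the groups differ in width. Whether whole narrow peaks hold it more often, or the window misses more of it in wide peaks, was not tested. The reversed CTCF sequence was found in 0 peaks of either group and is no control for composition.

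Control had 202 peaks on the Y chromosome, LA 23 and Lbr 58, although control had the fewest peaks. At the start sites of Ddx3y, Eif2s3y, Kdm5d and Uty, control had 0 peaks within 1 kb, while Lbr had 1 at each and LA had 1 at Eif2s3y and at Uty. From the widths of the 4 Lbr peaks at these start sites, 1.16 control peaks were expected, and none would be seen with a chance of 0.12. From the 2 LA peaks there, 0.12 were expected, with a chance of none of 0.882. Over the whole Y chromosome, 8 of the 23 LA peaks had a control peak, against 7.97 expected from their widths. For Lbr, 17 of 58 had one, against 11.9 expected. The share of peaks on the X chromosome was 2.33% in control (95% Wilson interval 2.09 to 2.61%), 2.04% in LA (1.90 to 2.20%) and 2.06% in Lbr (1.92 to 2.21%). It was not lower in control, as more male cells would make it, but the intervals overlap. Xist, on the X chromosome, had 0 peaks within 1 kb of a start site in control, LA and Lbr, so it did not separate the libraries. More male cells in the control library therefore cannot be told apart from other sources. Repeated sequence on the Y chromosome was not tested, and no biological explanation was tested.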
